# Divergent DNA methylation patterns associated with gene expression in rice cultivars with contrasting drought and salinity stress response

**DOI:** 10.1038/srep14922

**Published:** 2015-10-09

**Authors:** Rohini Garg, VVS Narayana Chevala, Rama Shankar, Mukesh Jain

## Abstract

DNA methylation is an epigenetic mechanism that play an important role in gene regulation in response to environmental conditions. The understanding of DNA methylation at the whole genome level can provide insights into the regulatory mechanisms underlying abiotic stress response/adaptation. We report DNA methylation patterns and their influence on transcription in three rice (*Oryza sativa*) cultivars (IR64, stress-sensitive; Nagina 22, drought-tolerant; Pokkali, salinity-tolerant) via an integrated analysis of whole genome bisulphite sequencing and RNA sequencing. We discovered extensive DNA methylation at single-base resolution in rice cultivars, identified the sequence context and extent of methylation at each site. Overall, methylation levels were significantly different in the three rice cultivars. Numerous differentially methylated regions (DMRs) among different cultivars were identified and many of which were associated with differential expression of genes important for abiotic stress response. Transposon-associated DMRs were found coupled to the transcript abundance of nearby protein-coding gene(s). Small RNA (smRNA) abundance was found to be positively correlated with hypermethylated regions. These results provide insights into interplay among DNA methylation, gene expression and smRNA abundance, and suggest a role in abiotic stress adaptation in rice.

Epigenetic modifications play a crucial role in the regulation of chromatin structure and modulate gene activity in eukaryotes. DNA methylation at cytosine residues and post-translational histone modifications are the major epigenetic modifications. DNA methylation is a stable and heritable modification present throughout the genome and is crucial for maintenance and coordination of various cellular processes and developmental programs. It has been reported that variation in DNA methylation could be responsible for heritable phenotypic differences, including agronomically important traits in plants^1^,^2^,^3^.

In plants, DNA methylation is present in three different sequence contexts, CG, CHG and CHH (where H = A, C or T). Cytosine methylation is established and maintained by *de novo* methyltransferases (DRM1/2/CMT3) via RNA-directed DNA methylation (RdDM) pathway and MET1 proteins^4^,^5^. DNA methylation has been proposed as one of the major factors that can modulate gene expression. It has been demonstrated that DNA methylation inhibits the transcription and movement of transposons for protection of the genome^6^,^7^. The methylation of protein-coding genes and transposons can also affect the transcription of neighbouring genes^8^,^9^,^10^. Several studies have demonstrated the crucial role of DNA methylation in diverse plant developmental processes, such as seed/embryo development and gametophyte development^7^,^11^,^12^,^13^,^14^. Although the role of DNA methylation has been well established in development, a few recent studies have suggested its role in stress responses as well^15^,^16^,^17^,^18^. However, most of research on DNA methylation-regulated abiotic stress responses has focused on few/specific loci based on low-throughput technologies^15^,^19^,^20^,^21^.

Rice is an important crop accounting for food security of over half the world population. Water-deficit and salinity are the major abiotic factors that affect rice productivity worldwide. Rice germplasm exhibit variability in their response to these abiotic stresses; some genotypes possess ability to tolerate extreme drought and salinity stresses, whereas many of them are highly susceptible. These phenotypic variability may be attributed to genetic and epigenetic variations, and different regulatory architecture among them. The study of tolerance/response mechanisms to abiotic stresses has been intensively worked out based on genomics, transcriptomics and proteomics analyses. Several genes and genomic variations involved in stress responses have been identified and a few regulatory networks have been proposed^22^,^23^,^24^,^25^. However, only a few studies have analyzed the epigenetic regulation of stress response in rice, that too at low-throughput level, mostly focused on a set of genes/loci^26^,^27^. High-throughput sequencing technologies provide an opportunity to recognize the DNA methylation at single-base resolution quickly and comprehensively in different biological contexts in plants^18^,^28^,^29^,^30^. Although several techniques have been applied to study genome-wide DNA methylation, most detailed methylome maps at single-base resolution have been obtained using bisulphite sequencing^31^,^32^,^33^,^34^.

A global analysis of extent and pattern of DNA methylation in rice varieties with contrasting response to abiotic stresses is lacking. In this study, we investigated the differences in DNA methylation patterns of three different rice cultivars with contrasting responses to drought and salinity stresses. The expression of stress-responsive genes was found to be influenced by methylation status of associated regions, which suggested possible role of DNA methylation in stress adaptation. The high resolution methylome maps of different rice genotypes and differentially methylated regions contributes to our understanding of the role of epigenetic regulation of stress responses in plants.

## Results

Three well-characterized rice cultivars [IR64, drought and salinity sensitive; Nagina22 (N22), drought-tolerant; Pokkali, salinity-tolerant] with contrasting response to drought and/or salinity stresses, were used in this study for genome-wide analysis of DNA methylation, gene expression and small RNA profiling to reveal the epigenetic regulation of abiotic stress response. These rice cultivars are commonly used worldwide for the generation of various genomic resources and donors of stress-related agronomic traits^22^,^25^,^35^,^36^.

### DNA methylation landscape of rice genome in different cultivars

Genome-wide profiling of DNA methylation using bisulphite sequencing was performed in IR64, N22 and Pokkali rice cultivars. In total, 160–212 million high-quality reads were obtained (Supplementary Table S1), reflecting >30 × genome coverage for each sample. Only the sequence reads that mapped uniquely to the reference rice genome were considered for the analysis. The uniquely mapped reads provided 87–89% coverage of the rice genome and over 80% (81–83%) of cytosines (Cs) in the genome (Supplementary Table S1). Using the non-conversion rate of Cs (0.05%) in the non-methylated chloroplast genome as error rate, the methylation status of each C was determined at a *P*-value cut-off of 0.001. Applying this criteria, we identified methylated C residues (mCs) for which sufficient read depth (at least five) was available. Overall, the frequencies of mCs were similar in IR64 (11.32%) and Pokkali (11.5%), and marginally higher in N22 (12.30%). Of the total mCs, the highest fraction was of CG (47–49%) followed by CHG (28–31%) and CHH (20–24%) for all the three rice cultivars (Fig. 1a). The methylation level of mCs in CG context was much higher than CHG and CHH contexts (Fig. 1b). The average methylation levels was also highest in CG context (87–88%) followed by CHG (67–68%) and CHH (41–43%) contexts (Supplementary Fig. S1). The relative frequency of mCs in different contexts and the tendency of higher methylation level in CG context and lower methylation levels in CHH context were similar to those observed in other plants^10^,^32^,^37^. A higher methylation was observed in N22 for Cs in all contexts (Fig. 1b). Overall, significant differences were observed in the methylation levels among different rice cultivars.

We observed extensive DNA methylation in the pericentromeric regions of the chromosomes as compared to ends, reflecting dense methylation of repetitive sequences (Fig. 1c, Supplementary Fig. S2). A considerable number of mCs were observed in the non-repetitive intergenic and genic regions as well. The comparison of DNA methylation levels with density of genes and transposable elements (TEs) revealed a positive correlation with the density of TEs and negative correlation with gene density. We found substantial variations between IR64 and N22 in the distribution of mCs in all contexts, whereas only few regions showed variations in distribution of mCs between IR64 and Pokkali (Fig. 1c, Supplementary Fig. S2). Further, we examined strand-specific distribution of DNA methylation in the three rice cultivars. Both DNA strands (sense and anti-sense) of the genome exhibited similar methylation levels with minor differences (Supplementary Fig. S3).

### DNA methylation patterns in protein-coding genes and TEs

We analyzed DNA methylation patterns in genic and TE regions. In general, CHG methylation levels were much higher in TEs (28–32%) as compared to protein-coding genes (7–9%) in all the rice cultivars (Fig. 2a). The CG context methylation of TEs was also higher than genes in N22, which was in contrast to that of IR64 and Pokkali. In CHH context, the methylation level of TEs and genes was similar in N22, but was lower for TEs than genes in IR64 and Pokkali. These results suggest that protein-coding genes and TEs are differentially recognized for methylation in different rice cultivars. Further, we investigated patterns of DNA methylation in various genomic features in all contexts (Supplementary Fig. S4). For CG, largest number of mCs were located within gene body in rice cultivars. However, the frequency of mCs in CHG and CHH contexts were considerably higher in the upstream and downstream regions as compared to the gene body. Least number of CHH context mCs existed in the exonic regions (CDS and UTRs). Further, we analyzed the pattern of DNA methylation within gene body, and upstream and downstream flanking sequences. DNA methylation sites in all contexts increased rapidly while moving upstream to transcriptional start sites (TSSs) and downstream to termination sites (TTSs, Fig. 2b). In contrast to CHG and CHH, number of mCs in CG context was higher in the gene body as compared to the flanking sequences. Notably, the frequency of mCs in CHH context was higher than CG context mCs in the upstream region near the TSSs. Similar observations have been made in other plant species too^38^,^39^. However, the methylation level throughout the upstream, gene body and downstream regions was highest in CG context followed by CHG and CHH (Supplementary Fig. S5).

Because DNA methylation has a major role in transposon silencing, we examined the patterns of DNA methylation in TEs as well (Fig. 2c). The analysis revealed enrichment of DNA methylation throughout the TE body as compared to flanking sequences in all contexts. However, the enrichment of CG and CHG methylation was several-fold higher than CHH methylation. Notably, the methylation level was markedly higher in the TE body as compared to protein-coding genes. Also, TEs were highly methylated near the TSSs and TTSs as opposed to the protein-coding genes (Fig. 2b,c), consistent with earlier reports^10^,^13^. Among the rice cultivars, the patterns of DNA methylation in CHG and CHH contexts were almost similar, whereas substantial differences were observed for CG context. The TE body was most highly methylated in N22 followed by IR64 and Pokkali.

### Differentially methylated regions in different rice cultivars

To investigate the differential methylation in the three rice cultivars, we identified differentially methylated regions (DMRs). For identification of DMRs, we calculated methylation levels in 100 bp bins. A total of 64,212 DMRs between N22 and IR64 (N22/IR64), and 35,723 DMRs between Pokkali and IR64 (PK/IR64) could be identified (q-value ≤ 0.01, Fisher’s exact test followed by SLIM correction) (Fig. 3a). We observed that hypermethylation was more common in N22, whereas the frequency of hyper and hypomethylation was similar in Pokkali. The DMRs were found more likely to be located near (2 kb upstream and downstream) the genes (42–45%), but not so often within the gene body (16–18%) (Supplementary Fig. S6). Overall, the DMRs present within/near protein-coding genes presented the major fraction (57–62%) of total DMRs. The genes with DMRs within their body and 2 kb flanking sequences were regarded as DMR-associated genes. A large number of protein-coding rice genes were identified as DMR-associated genes in N22/IR64 (57.9%) and PK/IR64 (38.5%). In N22/IR64, number of hyper DMR-associated genes were significantly higher (2.2 times) than hypo DMR-associated genes, whereas the number of hyper and hypo DMR-associated genes were almost similar in PK/IR64 (Fig. 3b). Gene ontology (GO) analysis revealed that genes involved in diverse biological processes, such as metabolic processes, response to stress, signal transduction, translation and epigenetic regulation of gene expression were differentially methylated among rice cultivars (Supplementary Fig. S7). Notably, a large fraction of these genes were found to be associated with response to abiotic stress. The enrichment analysis of DMR-associated genes revealed significant overrepresentation of genes involved in metabolic processes (lipid metabolic process and secondary metabolic process) and response to stress in both N22/IR64 and PK/IR64 (Fig. 3c).

### Differential gene expression in different cultivars

We determined the transcript abundance of all the rice genes in IR64, N22 and Pokkali cultivars using RNA-seq approach (Supplementary Table S2). 

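The RNA-seq data comprised a single library each from unstressed 2-week-old seedlings of IR64 (sensitive to drought and salinity), N22 (Nagina 22, drought-tolerant) and Pokkali (PK, salinity-tolerant). All values are therefore given without replicates, and no difference between cultivars has a replicate check. The paper states that seedlings were collected in 3 independent biological replicates, but not whether their RNA was pooled for these libraries. The authors filtered the reads with NGS QC Toolkit, mapped them to the rice genome (MSU release 7) with Tophat and built a consensus transcript assembly over all samples with Cufflinks. They deposited the abundance of each assembled transcript in FPKM, the number of sequenced fragments scaled by the length of the transcript and by the mapped fragments of the library. The paper reports 50117149 mapped reads for IR64, 73756916 for N22 and 50848127 for Pokkali (Supplementary Table S2), which is 1.47 times as many for N22 as for IR64. Read counts per transcript are not in the files analysed here, and the lowest values did not fall into plain steps from which the depth could be read. The deeper N22 library had 33205 genes with a value above 0, against 32220 in IR64 and 31311 in Pokkali. With a threshold of 1 FPKM the numbers were closer, at 16684, 16264 and 15989 genes in N22, IR64 and Pokkali. The FPKM values of all transcripts added up to 210081 in IR64, 206887 in N22 and 198428 in Pokkali. The 10 most abundant transcripts took 10.0% of that total in IR64, 9.3% in N22 and 5.3% in Pokkali. The table held 116463 transcripts of 58760 genes, of which 55777 had MSU identifiers and 2798 were assembled loci without one. Since 20298 genes had several transcripts, with up to 26 for a single gene, the values of all transcripts of a gene were added to give its transcript abundance. Ratios between cultivars were taken from these sums without a pseudocount, for genes with at least 1 FPKM in at least one of the compared libraries. The gene coordinates are not in the files analysed here, and the chromosome of a gene is taken from its MSU identifier.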

The transcripts showing at least two-fold change with *P*-value less than 0.05 were identified as differentially expressed genes (DEGs). A total of 5172 (2620 upregulated and 2552 downregulated) and 3226 (1202 upregulated and 2024 downregulated) rice transcripts were found to be differentially expressed in N22/IR64 and PK/IR64, respectively (Fig. 4a, Supplementary Table S3). 

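From the summed FPKM of each gene, 3069 of 17933 genes with at least 1 FPKM in N22 or IR64 differed at least 2-fold, which is 17.1% of them. In this comparison, 1713 genes were higher and 1356 lower in N22. In PK/IR64, 2017 of 17256 genes (11.7%) differed at least 2-fold, with 881 higher and 1136 lower in Pokkali. These counts include 595 genes in N22/IR64 and 332 in PK/IR64 that had a value in a single library of the pair. With no replicates, the counts have no error, and the P-values that the authors obtained from Cuffdiff could not be recomputed from FPKM. Among genes with at least 10 FPKM in a control library, a value above 0 in both, and a difference of at least 2-fold in the same direction between libraries of stressed seedlings of the same cultivars, the largest increase in N22 was that of LOC_Os01g31050 on chromosome 1, an expressed protein with 43.6 FPKM in N22 and 0.0032 in IR64. It was followed by LOC_Os07g01960, a hypothetical protein with 138.1 FPKM in N22 and 0.027 in IR64, and by the assembled locus XLOC_025460, with 48.2 and 0.030 FPKM. The largest decreases in N22 were those of LOC_Os04g27190, from 21.6 FPKM in IR64 to 0.0012, of the MADS-box gene LOC_Os10g39130, from 19.1 to 0.0063, and of LOC_Os08g08655, from 11.8 to 0.0055. In Pokkali, LOC_Os08g43020 rose most, with 11.8 FPKM against 0.043 in IR64, before LOC_Os08g03940, with 10.5 against 0.12, and XLOC_007180, with 13.3 against 0.18. An acyl-CoA dehydrogenase domain protein, LOC_Os06g23870, fell most in Pokkali, from 25.2 to 0.020 FPKM, while it had 30.4 FPKM in N22. LOC_Os12g16240 fell from 12.9 to 0.013 FPKM and the jacalin-like lectin gene LOC_Os10g04270 from 32.5 to 0.045. The filter on low values moved the counts most: without it, 14047 genes differed at least 2-fold in N22/IR64 and 11756 in PK/IR64, and with a minimum of 5 FPKM, 1034 and 594 did. Taking each assembled transcript on its own, a setting chosen after seeing the data, gave 5916 transcripts in N22/IR64 (3129 higher, 2787 lower) and 4161 in PK/IR64 (1838 higher, 2323 lower).

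**Figure D1:**
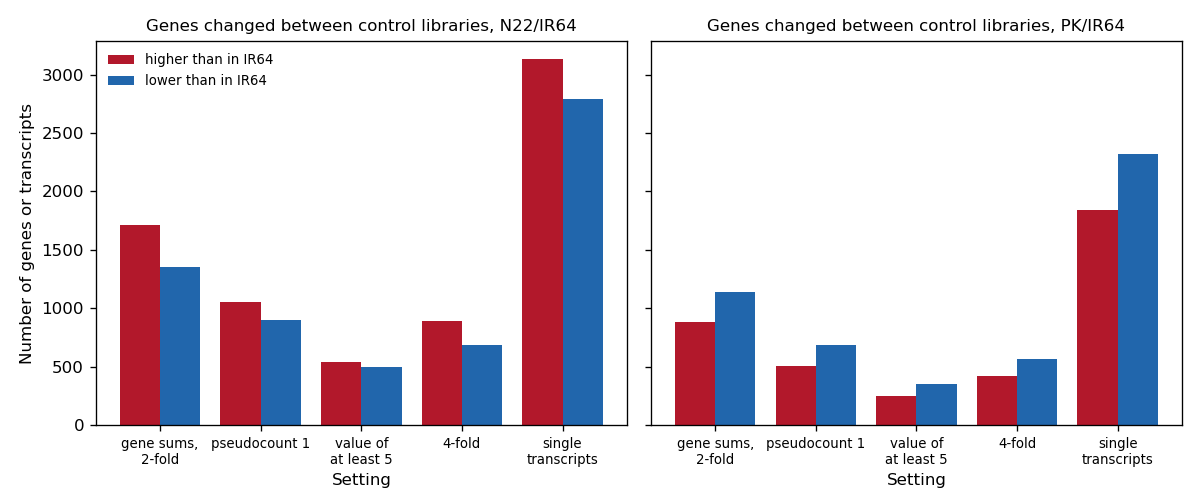
Number of genes, or of single transcripts in the last pair of bars, that differed at least 2-fold (4-fold where marked) between the control libraries, for N22/IR64 on the left and PK/IR64 on the right. Red bars count features higher than in IR64 and blue bars features lower than in IR64. With gene sums, 1713 genes were higher and 1356 lower in N22, while 881 were higher and 1136 lower in Pokkali.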

Among these, 1395 (544 upregulated and 851 downregulated) transcripts were differentially expressed in both the comparisons. 

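Of the 16742 genes that passed the filter on low values in both comparisons, 925 differed at least 2-fold in the same direction in N22/IR64 and PK/IR64. These comprised 338 genes higher and 587 genes lower than in IR64, and a further 102 genes changed in opposite directions. Whatever the direction, independent changes would have placed 224.4 genes in both sets (odds ratio 17.9 by Fisher's exact test across genes). That number is to be set against the 925 and the 102 genes together, not against the 925 alone. Genes are not independent replicates, and the same IR64 library served both ratios, so that any error in it enters both sets. The log2 ratios of the 2 comparisons had a Pearson correlation of 0.559 and a Spearman correlation of 0.379 across genes. The overlap was most affected by the filter on low values, and ranged from 254 genes with a minimum of 5 FPKM to 6233 with no filter.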

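The deposited tables name no functions, so genes were assigned to processes by words in the descriptions of Supplementary Table S3, of which the part at hand held 1997 rows for 1406 genes. Among the 111 genes described as kinases, taken here for signal transduction, 25 differed at least 2-fold in summed FPKM in N22/IR64 and 20 in PK/IR64 (no replicates). The 56 disease resistance genes included 8 such genes in N22/IR64 and 12 in PK/IR64. For amino acid metabolism, 8 of 19 genes differed in N22/IR64 and 4 in PK/IR64. Of 17 genes with words for abiotic stress, such as dehydrin, heat shock or aquaporin, 9 differed in N22/IR64, 7 of them higher in N22, against 1 in PK/IR64. Cell wall descriptions applied to 4 genes, of which 2 differed in N22/IR64 and 1 in PK/IR64. None of the 5 genes with photosystem or chlorophyll in their description differed at least 2-fold in their sum, although 3 had a single transcript that did in each comparison. Supplementary Table S3 is itself the paper's list of differentially expressed genes, so these fractions are not rates of change within a process. The paper had called 86 of the 111 kinase genes in N22/IR64 and 69 in PK/IR64. Genes of Supplementary Table S4, also selected by the paper for differential expression, are not in these counts. With them, 1 of 8 photosystem or chlorophyll genes differed in each comparison. The numbers in N22/IR64 and PK/IR64 were then 18 and 6 of 35 for amino acid metabolism, and 14 and 16 of 62 for disease resistance. The paper lists these processes from the genes that its own test called differentially expressed.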

The genes involved in various cellular processes, including metabolic processes, amino acid metabolism, cell wall components, response to abiotic stimulus (osmotic stress, salt stress and water stress), defense response, photosynthesis, transcription and signal transduction were well represented among the differentially expressed genes (Supplementary Table S3). At least 356 transcription factor encoding genes belonging to 50 families were found to be differentially expressed in N22 and/or Pokkali as compared to IR64. 

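Transcription factor families were likewise assigned from the descriptions of the genes in Supplementary Table S4 and in the part of Supplementary Table S3 at hand, which covers only some chromosomes and cannot give the size of a family. Of 10 MYB genes found in this way, 3 differed at least 2-fold in summed FPKM in N22/IR64 (1 higher, 2 lower) and 2 in PK/IR64 (no replicates). For AP2 genes, 2 of 5 differed in N22/IR64 and 1 in PK/IR64. Among 5 bHLH genes, 2 were higher in N22, and none differed in Pokkali. The 8 homeobox genes included 1 that was higher in N22 and 1 that was lower in Pokkali. When a gene was counted for any single transcript that differed at least 2-fold, the numbers in N22/IR64 rose to 6 MYB, 4 AP2, 5 bHLH and 5 homeobox genes. Both sources list genes that the paper selected for differential expression, so these numbers are not rates of change within a family. From its full lists, the paper ranks these families as the most highly represented.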

The genes belonging to MYB/MYB-related, AP2-EREBP, bHLH and homeobox families were most highly represented among the differentially expressed genes (Fig. 4b). 

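For the other families, 3 of 8 NAC genes were lower in N22 by at least 2-fold in summed FPKM, and none of them differed in Pokkali (no replicates). Among 7 WRKY genes, 4 differed in N22/IR64, with 2 higher and 2 lower, while 3 were lower in Pokkali. The C3H family had 2 genes in the listed descriptions, of which 1 was higher in N22. Neither of 2 PHD genes differed in its sum, and no listed description named bZIP. In single transcripts rather than sums, 5 NAC and 5 WRKY genes had a difference of at least 2-fold in N22/IR64, and 2 NAC and 4 WRKY genes in PK/IR64. These genes too come from lists selected for differential expression, so their numbers are not rates within a family. The paper counts the members of these families from its full list of differentially expressed genes.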

In addition, a large number of members of C3H, NAC, bZIP, PHD and WRKY families were also differentially expressed in N22 and/or Pokkali. GO enrichment analysis revealed that the genes involved in response to abiotic stimulus and amine metabolic processes were significantly enriched in both N22 and Pokkali cultivars (Fig. 4c). In addition, the genes involved in translation, protein folding and regulation of catalytic activity were significantly enriched in N22 cultivar. The changes in expression of many of these genes under stress conditions have been reported in previous studies too and implicated in stress tolerance mechanisms^10^,^35^,^36^,^40^,^41^. The modulation of various metabolic pathways, such as osmoprotectants, cell wall components, amino acid metabolism, lipid metabolism, hormone metabolism and secondary metabolites have been correlated with the physiological differences among the rice cultivars under stress conditions.

### Differential methylation is coupled to differential gene expression in different cultivars

To examine influence of DNA methylation on expression of neighbouring genes, we assessed the relationship between DMRs and transcript abundance on a genome-wide scale. A total of about 39% (2010) and 30% (966) of the DEGs in N22/IR64 and PK/IR64, respectively, were found to be associated with DMRs. We found that differential expression of DMR-associated genes was dependent on the direction of change in methylation status (Fig. 5a). In general, the genes proximal to hypermethylated DMRs exhibited lower levels of transcript abundance (downregulation) relative to entire gene set. 

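In N22/IR64, the median log2 ratio of all 17933 genes with at least 1 FPKM was -0.027 (95% interval of the median from -0.035 to -0.017 across genes), and the quartiles were -0.328 and 0.324. In PK/IR64, the median of 17256 genes was -0.085 (from -0.093 to -0.078), with quartiles of -0.333 and 0.187. The files analysed here hold no methylation values, and the DMR-associated genes could be taken only from the paper's Supplementary Table S4. That table was selected for differential expression between the same control libraries and for changes opposite to the methylation changes, so both the direction and the size of the differences of its genes reflect the selection. Its 525 genes hypermethylated in N22 had a median log2 ratio of summed FPKM of -0.954 among the 522 with at least 1 FPKM, with quartiles of -2.41 and -0.218. For the 217 genes hypermethylated in Pokkali, the median was -1.01 over 215 genes, and the quartiles were -3.03 and -0.284. The paper's own log2 fold changes for the same entries have medians of -2.36 in N22/IR64 and -2.58 in PK/IR64. The paper's values are for single transcripts that passed its test, so their size cannot be set directly against that of gene sums. All ratios come from single libraries without replicates. The filter on low values shifted the median of all genes most: in N22/IR64 it was -0.067 with a minimum of 5 FPKM and 0.013 without a filter, and in PK/IR64 it was -0.130 without a filter. The paper describes genes near hypermethylated DMRs as having, in general, a lower abundance than the entire gene set, and terms this downregulation.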

The genes proximal to hypomethylated DMRs displayed similar or moderately higher levels of transcript abundance (upregulation) compared to all genes. 

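The 238 genes listed as hypomethylated in N22 had a median log2 ratio of summed FPKM of 1.06 over the 236 genes with at least 1 FPKM, and quartiles of 0.163 and 3.27. Those hypomethylated in Pokkali, 124 genes, had a median of 0.654 and quartiles of -0.045 and 2.37, so that some of them were not higher in Pokkali than in IR64 in their summed value. The hypermethylated genes had medians of -0.954 in N22/IR64 and -1.01 in PK/IR64. The sizes of the changes in the 2 groups were not tested against each other, and there are no replicates. The paper's log2 fold changes for the hypomethylated entries have medians of 2.52 in N22/IR64 and 2.50 in PK/IR64, again for single transcripts rather than gene sums. With a pseudocount of 1, the median of all genes was -0.021 in N22/IR64 and -0.065 in PK/IR64, and with a minimum of 5 FPKM, which moved it further in N22/IR64, it was -0.067 and -0.069. The paper reads the position of these genes relative to all genes as similar or moderately higher transcript abundance.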

However, some of the DMR-associated genes showed positive correlation with the transcript abundance. DNA methylation appeared to be correlated with on/off status of gene expression too for DMRs (14.5% for N22/IR64 and 7.2% for PK/IR64) (Supplementary Fig. S8a,b). 

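A gene was taken as switched off when its summed FPKM was 0 in a library and at least 1 in the other of the pair. By this rule, 595 genes had an on/off difference in N22/IR64, of which 239 were off in N22 and 356 off in IR64. PK/IR64 had 332 such genes, with 159 off in Pokkali and 173 off in IR64. Among the 525 genes that Supplementary Table S4 lists as hypermethylated in N22, 24 were off in N22, and among the 238 hypomethylated ones, 33 were off in IR64. The corresponding numbers in PK/IR64 were 15 of 217 hypermethylated and 4 of 124 hypomethylated genes. A gene with several transcripts counted as off only if all of them were 0. At the level of single transcripts, 116 transcripts of 101 hypermethylated genes were off in N22 and 98 transcripts of 82 hypomethylated genes were off in IR64. A value of 0 in a single library without replicates depends on depth, and the N22 library had 1.47 times the mapped reads of IR64. Raising the threshold for an expressed gene to 2 FPKM lowered the counts to 373 in N22/IR64 and 191 in PK/IR64, and counting any value below 0.1 FPKM as off raised them to 804 and 472. Single transcripts in place of gene sums, chosen after seeing the data, gave 1233 and 759. The paper relates such on/off differences to DMRs within or near the genes, and states that methylation appeared to correlate with whether a gene was on or off.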

For other cases, DNA methylation state was correlated with quantitative differences in gene expression. DMRs with negative correlation with gene expression were found more likely located near genes boundaries opposed to those not associated with gene expression.

Furthermore, enrichment analysis of DMR-associated DEGs revealed a negative correlation between methylation status and transcript abundance (Fig. 5b). A significant enrichment of downregulated genes was observed in genes proximal to hyper-DMRs present within the gene body and vice-versa for both N22/IR64 and PK/IR64. However, no significant correlation was observed for the DMRs present in the flanking sequences except for PK/IR64. These results suggest that the gene body methylation play an important role in regulation of gene expression and might contribute, in large part, to the differential stress response of the rice cultivars.

### Differential methylation of genes associated with stress response and epigenetic regulation of gene expression

The expression of genes involved in diverse cellular processes vary in different cultivars. The activation or repression of many of these genes is dependent on their chromatin structure, which is mainly determined by epigenetic marks, such as DNA methylation. Several examples of epigenetic regulation of gene expression in response to environmental stress are known^10^,^15^,^18^,^20^,^26^,^27^,^42^. We also found the differential methylation of several genes belonging to various functional categories in the rice cultivars. These genes encoded proteins involved in various cellular processes, such as transcription regulation, metabolic processes and signal transduction (Supplementary Table S4). A substantial number of genes encoded for proteins with unknown function. 

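Supplementary Table S4 has 980 entries for 936 genes, with the paper's methylation differences and log2 fold changes. The paper selected these entries by differential expression between the same control libraries, so an excess over random genes and a positive correlation with the paper's fold changes were fixed in advance. The p-values of both describe the list and are no independent evidence. Of its 763 entries for N22/IR64, 383 (50.2%, 95% Wilson interval 46.7% to 53.7%) differed at least 2-fold in the listed direction in the summed FPKM of the gene. For random sets of genes of the same size the mean share was 18.7% (permutation p = 1e-05, the smallest that 100000 draws can give). In PK/IR64, 162 of 341 entries (47.5%, interval 42.3% to 52.8%) did so, against 17.9% for random sets (permutation p = 1e-05, again the smallest possible). These shares used no filter on low values. With a minimum of 1 FPKM, the shares were 49.9% in N22/IR64 and 47.2% in PK/IR64, against 8.2% and 6.0% for random sets. The size of the excess thus depends on the filter, and its presence on the paper's selection. Only 8 entries in N22/IR64 and 3 in PK/IR64 differed at least 2-fold in the opposite direction, and the sums of the remaining 372 and 176 entries differed by less. Across entries, the log2 ratio of the sums, with a pseudocount of 0.1, had a Pearson correlation of 0.633 and a Spearman correlation of 0.619 with the paper's log2 fold changes in N22/IR64. In PK/IR64, these were 0.670 and 0.674 (permutation p = 1e-05 for each of the 4 values). Within the hypermethylated genes, where the sign of the change is set by the selection, a larger methylation difference went with a lower log2 ratio in N22/IR64 (Pearson r = -0.345, Spearman rho = -0.226, permutation p = 1e-05 for both, 4.0e-05 after Benjamini-Hochberg adjustment over 4 relations). In PK/IR64 the relation was weaker (r = -0.165, p = 0.0148, adjusted 0.0198; rho = -0.163, p = 0.0168, adjusted 0.0224). Within the hypomethylated genes, whose methylation differences are negative, a negative correlation means that a larger loss of methylation went with a higher ratio. There, r was -0.123 in N22/IR64 (p = 0.0574, adjusted 0.0574; rho = -0.137, p = 0.0338, adjusted 0.0338). It was -0.407 in PK/IR64 (p = 3.0e-05, adjusted 6.0e-05; rho = -0.332, p = 1.2e-04, adjusted 2.4e-04). These correlations are across genes, which are not independent replicates. With any difference in the listed direction in place of 2-fold, the shares rose to 85.1% in N22/IR64 and 81.8% in PK/IR64. The share also depends on how a gene is represented: counting an entry when at least one of its transcripts differed at least 2-fold, an alternative chosen after seeing the data, gave 93.8% and 91.8%. By the same rule, 177 of the 763 entries in N22/IR64 and 92 of the 341 in PK/IR64 had a transcript that differed the opposite way.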

The differential methylation level and corresponding differential gene expression of rice genes in N22/IR64 and PK/IR64 are shown in Fig. 6a. The GO analysis of DMR-associated genes in both N22/IR64 and PK/IR64 revealed a significant enrichment of genes that participate in stress response (Fig. 6b,c). In addition, genes involved in metabolic processes, such as lipid metabolic processes were enriched in both the comparisons. The epigenetic regulation of gene expression and protein modification processes were other important GO terms significantly overrepresented among the DMR-associated genes in N22/IR64 and PK/IR64, respectively (Fig. 6b). The biological processes, regulation of gene expression, response to abiotic stimulus and chromatin binding were significant among the genes exhibiting on/off gene expression with respect to their methylation status (Supplementary Fig. S8c). Many of these genes represented known abiotic stress-responsive genes. For example, genes encoding for transcription factors (MYB, AP2-EREBP, WRKY, NAC and HB families), sodium transporter HKT1 homologs, F-box, calcium-dependent protein kinases, proteinases, peptidases, oxidoreductase, glutathione S-transferase, histone deacetylase and putative dicer-like proteins, were differentially methylated in N22 and/or Pokkali cultivars as compared to IR64 (Supplementary Table S4).

A few representative examples of differential methylation of genes involved in abiotic stress response and epigenetic regulation of gene expression have been shown in Fig. 6c. The transcript abundance of these proteins were found to be negatively correlated with their differential methylation status. 

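Fig. 6c lists 48 changes in 38 genes, 28 in N22/IR64 and 20 in PK/IR64, and 44 of these changes are also in Supplementary Table S4. In summed FPKM, 22 of the 48 differed at least 2-fold in the listed direction, 14 in N22/IR64 and 8 in PK/IR64 (no replicates). A further 16 had a smaller difference in that direction and 10 lay on the other side. For 40 of the listed changes, at least one transcript of the gene with 1 FPKM or more differed at least 2-fold as listed, and for 10 of these another transcript of the same gene differed at least 2-fold the opposite way. The thioredoxin gene LOC_Os09g35550 had 16.7 FPKM in IR64 and 0 in N22 and Pokkali. The leucine-rich repeat protein kinase gene LOC_Os05g23340 had 4.47 FPKM in IR64, 0 in N22 and 0.14 in Pokkali, with paper-reported methylation differences of 92.67% in N22/IR64 and 53.06% in PK/IR64. LOC_Os08g07774, named SERK1 in the figure, fell from 3.84 FPKM in IR64 to 0.0047 in N22 and 0 in Pokkali. The ethylene insensitive 3 family gene LOC_Os06g39110, which has a single transcript, had a log2 ratio of -7.10 in N22/IR64 and -3.51 in PK/IR64. Upwards, the glycosyltransferase gene LOC_Os04g48484 had 2.91 FPKM in N22 and 0.017 in IR64, and LOC_Os04g08800 had 1.61 FPKM in Pokkali and 0.027 in IR64. LOC_Os05g12640, a BURP domain gene listed as lower in N22, had 45.6 FPKM in N22 and 12.4 in IR64. Its paper-reported log2 fold change is -3.45. Of its 8 transcripts, 1 with at least 1 FPKM fell as listed, from 11.5 FPKM in IR64 to 0 in N22. Another 2 rose at least 2-fold, the larger from 0.059 to 44.3 FPKM. Among the alternatives, taking the transcript with the highest value in place of the sum changed LOC_Os10g39130 most, to -27.93 from -11.55 in N22/IR64. It changed the sign of others, for example from -0.331 to 0.921 on the log2 scale for the transporter gene LOC_Os09g27580 in N22/IR64. The paper states from its own values that the transcript abundance of these genes is negatively correlated with their methylation.

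**Figure D2:**
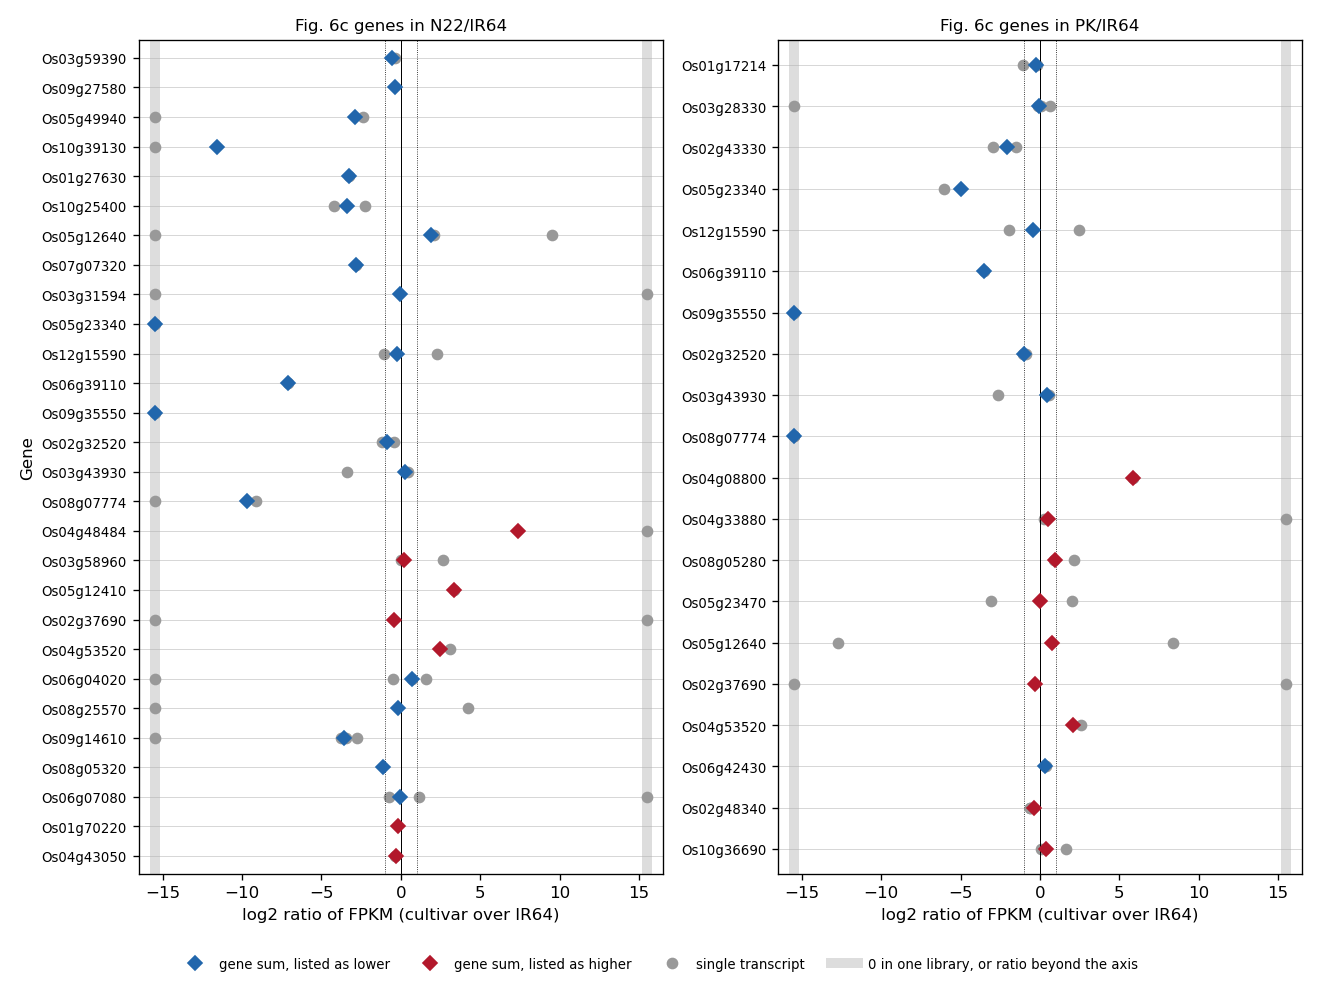
Log2 ratio of FPKM between the control libraries, N22 over IR64 on the left and Pokkali over IR64 on the right, for the genes of Fig. 6c. Diamonds are gene sums, blue where the figure lists the gene as lower and red where it lists it as higher, and grey circles are single transcripts with at least 1 FPKM in either library. Dotted lines mark 2-fold and the grey bands hold ratios with a 0 in one library or beyond the axis, and several genes such as LOC_Os08g25570 have a sum near 0 with transcripts on both sides.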

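The A20/AN1-like zinc finger gene LOC_Os05g23470 on chromosome 5 had a summed value of 10.6 FPKM in Pokkali and 10.5 in IR64 (no replicates), a log2 ratio of 0.014. Of its 4 transcripts, one rose from 2.39 FPKM in IR64 to 9.54 in Pokkali and another fell from 7.57 to 0.887. The paper lists the gene both as hypermethylated, with a log2 fold change of -3.14, and as hypomethylated, with 1.94. The homeobox gene LOC_Os02g43330 on chromosome 2 fell from 2.35 FPKM in IR64 to 0.546 in Pokkali, a log2 ratio of -2.11 beside a paper-reported methylation difference of 20.33%. LOC_Os03g43930, on chromosome 3, had 10.2 FPKM in IR64, 12.3 in N22 and 13.6 in Pokkali. Within this second homeobox gene, a minor transcript fell from 1.296 FPKM in IR64 to 0.124 in N22 and 0.208 in Pokkali, while the main one rose from 8.80 to 12.1 and 13.2. The MADS-box gene LOC_Os10g39130 (AGL19 in Fig. 6c), on chromosome 10, had 19.1 FPKM in IR64, 13.0 in Pokkali and 0.0063 in N22, with a paper-reported methylation difference of 59.05% in N22/IR64. The log2 ratio of this last gene in N22/IR64 depended most on the processing: it was -11.55 for the sum, -27.93 for its most abundant transcript, whose value in N22 was 7.0e-08 FPKM, and -4.32 with a pseudocount of 1. The paper gives these 4 genes as examples of differentially methylated transcription factors.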

For example, transcription factors, such as A20/AN1-like zinc finger (Os05g23470), homeobox (Os02g43330 and Os03g43930) and AGL19 (Os10g39130) exhibited differential methylation in N22/IR64 and/or PK/IR64. The methylation status of these transcription factors can regulate the expression of a cascade of several downstream targets. 

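The calcium-dependent protein kinase gene LOC_Os03g59390 had 4.99 FPKM in N22 and 7.17 in IR64, and the calmodulin gene LOC_Os01g17214 had 38.6 in Pokkali and 46.8 in IR64 (no replicates for any of these values). For the potassium transporter gene LOC_Os09g27580 the sums were 1.37 FPKM in N22 and 1.72 in IR64. These 3 log2 ratios, at -0.522, -0.277 and -0.331, were below 2-fold in the listed direction. The drought-responsive BURP domain gene LOC_Os05g12410 rose from 3.56 FPKM in IR64 to 36.4 in N22. Both glutathione S-transferase genes, LOC_Os01g27630 and LOC_Os07g07320, have a single transcript, and they were lower in N22 with log2 ratios of -3.26 and -2.82. The oxidoreductase gene LOC_Os08g05280 had 3.69 FPKM in Pokkali and 1.95 in IR64. Thioredoxin gene LOC_Os09g35550 had no value in N22 and Pokkali and 16.7 FPKM in IR64. The F-box gene LOC_Os04g53520 was higher in both cultivars, with 2.34 FPKM in N22, 1.72 in Pokkali and 0.417 in IR64. The Clp ATPase gene LOC_Os02g32520 (ERD1) had 84.8 FPKM in IR64, 47.4 in N22 and 42.3 in Pokkali. HSP90.1 (LOC_Os05g49940) fell from 23.5 FPKM in IR64 to 3.19 in N22, whereas the DnaJ chaperone gene LOC_Os12g15590 had 6.51, 5.63 and 4.70 FPKM in IR64, N22 and Pokkali. With a pseudocount of 1, the log2 ratio of LOC_Os01g27630 in N22/IR64 shrank from -3.26 to -1.05, one of the largest shifts among these genes. If the most abundant transcript stands for the gene, the log2 ratio of LOC_Os12g15590 in N22/IR64 becomes -1.07 instead of -0.211, and in PK/IR64 -1.93 instead of -0.470. The paper places these genes beside their methylation differences in Fig. 6c.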

In addition, genes encoding calcium-dependent protein kinase, calmodulin, transporter protein, drought-responsive proteins, detoxifying enzymes (oxidoreductase, glutathione S-transferase and thioredoxin), F-box protein, and heat-shock proteins also exhibited differential methylation status and transcript abundance in the rice cultivars (Fig. 6c). The role of many of these genes in drought/salinity stress response has already been demonstrated. Interestingly, we observed differential methylation of many of the genes involved in epigenetic regulation of gene expression. 

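The histone deacetylase gene LOC_Os08g25570 on chromosome 8 had a summed abundance of 3.83 FPKM in IR64 and 3.33 in N22 (no replicates), a log2 ratio of -0.203. One of its 2 transcripts fell from 3.65 FPKM in IR64 to 0 in N22, while the other rose from 0.181 to 3.33. The paper reports a methylation difference of 26.83% and a log2 fold change of -2.37 for this gene. The histone methyltransferase gene LOC_Os01g70220 on chromosome 1, which is not among the entries of Supplementary Table S4, had 0.929 FPKM in IR64 and 0.820 in N22, a log2 ratio of -0.181 over 5 transcripts. A row of Supplementary Table S3 for this gene gives an infinite increase in N22 with a P-value of 0.0335. The most abundant transcript of LOC_Os01g70220 had a log2 ratio of -0.626, while that of LOC_Os08g25570 had none because of its 0 in N22. Adding a pseudocount of 1 changed the ratio of LOC_Os08g25570 to -0.158. The paper gives the deacetylase gene as downregulated with hypermethylation and the methyltransferase gene as upregulated with hypomethylation in N22.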

For example, histone deacetylase (Os08g25570) was hypermethylated (downregulated), but histone methyltransferase (Os01g70220) was hypomethylated (upregulated) in N22. One of the RNA-directed DNA methylation protein (Os06g42430) was found to be hypermethylated with lower transcript abundance in Pokkali. 

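LOC_Os06g42430 on chromosome 6, named RDM1 in Fig. 6c, had a summed abundance of 7.36 FPKM in Pokkali, 6.73 in N22 and 5.88 in IR64 (no replicates). Of its 6 transcripts, those with at least 1 FPKM in IR64 or Pokkali were not lower in Pokkali. Below that minimum, a transcript fell from 0.463 FPKM in IR64 to 0 in Pokkali, and another rose from 2.8e-05 to 0.422. The log2 ratio of the sum in PK/IR64 was 0.325. Rescaling the libraries to a median ratio of 1 moved this ratio most, to 0.402. The gene has no entry in Supplementary Table S4, so no methylation value of the paper can be set beside it here. The paper counts this gene among those with hypermethylation and lower transcript abundance in Pokkali.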

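Of the dicer-like genes, LOC_Os09g14610 on chromosome 9 (DCL2 in Fig. 6c) had 7.28 FPKM in IR64, 0.602 in N22 and 1.16 in Pokkali (no replicates). Its log2 ratios were -3.60 in N22/IR64 and -2.65 in PK/IR64, and all 5 of its transcripts were lower in N22 and in Pokkali. The paper reports a methylation difference of 25.89% and a log2 fold change of -3.73 in N22/IR64. DCL3 (LOC_Os08g05320, chromosome 8) had 1.80 FPKM in IR64, 0.841 in N22 and 1.27 in Pokkali, summed over 13 transcripts. None of these transcripts reached 1 FPKM in a control library, with at most 0.625 in IR64. Differences of single transcripts could therefore not be judged at that minimum. The log2 ratio of the DCL3 sum in N22/IR64 was -1.10. DCL4 (LOC_Os04g43050, chromosome 4) is listed as higher in N22 and had 2.17 FPKM there, 2.68 in IR64 and 2.20 in Pokkali, a log2 ratio of -0.308 in N22/IR64. A pseudocount of 1 shrank the ratio of LOC_Os09g14610 in N22/IR64 most, to -2.37, and that of LOC_Os08g05320 to -0.607. The methylation of LOC_Os08g05320 and LOC_Os04g43050 is not in the files analysed here. The paper places all 3 genes among the components of gene silencing that differ between the cultivars.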

Many of the genes encoding components of gene silencing machinery, such as dicer-like proteins (Os09g14610, Os08g05320 and Os04g43050) exhibited differential methylation and transcript abundance in the rice cultivars. Although the differential expression of a few of these genes have been reported earlier^43^,^44^, their differential methylation was not known. These proteins are required for establishment and maintenance of different context cytosine methylation and many aspects of epigenetic regulation. Although the exact mechanism of involvement of these proteins remains to be elucidated, our results provide evidence for their role in environmental stress responses.

### Methylation status of TEs is correlated with transcription of proximal protein-coding genes

Further, we examined the possibility of involvement of methylation within TEs to regulate gene expression in different cultivars. We determined the relative TE density at DMR-associated DEGs or non-DEGs as compared to all DEGs or non-DEGs, respectively, for N22/IR64 and PK/IR64. The enrichment of TEs was substantially higher for DMR-associated DEGs as compared to non-DEGs for both N22/IR64 (*P*-value 1.49e-05) and PK/IR64 (*P*-value 5.26e-05) (Fig. 7a). However, TE density for all expressed genes and DEGs was lower. Further, we analyzed the methylation level difference of DMRs associated with protein-coding genes and TEs. We found significantly higher differences in the methylation level of DMRs associated with TEs as compared to protein-coding genes for PK/IR64 (Fig. 7b).

### Validation of DNA methylation and gene expression

To validate the results of differential methylation patterns, we selected a series of DMR candidate regions. Based on the whole-genome bisulphite-sequencing results, we picked at least 15 genomic regions (DMRs) lying within the genes known to be involved in abiotic stress response and epigenetic regulation of gene expression. In these regions, we performed traditional bisulphite-PCR followed by Sanger sequencing for the three rice cultivars. Notably, more than 90–95% of the methyl cytosines at CG sites were validated, whereas 80–90% and 75–87% of CHG and CHH sites, respectively, could be validated in the three rice cultivars. The correlation between methylation levels of all methyl cytosines ranged from 0.78–0.83 for CG, 0.73–0.77 for CHG and 0.70–0.71 for CHH context (Supplementary Fig. S9). In addition, about 70% of genes/loci reported to be differentially methylated in different stress-related rice cultivars in earlier studies^20^,^26^,^27^ were represented in our dataset.

Further, we validated transcript levels of at least 16 DMR-associated genes in rice cultivars by real-time PCR analysis. 

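The RNA-seq side of this comparison can be given for the 16 genes with real-time PCR primers (Supplementary Table S6), of which 11 are in Supplementary Table S4. In N22/IR64, 1 gene was higher and 4 were lower by at least 2-fold in summed FPKM, and 11 differed by less (no replicates). In PK/IR64, 1 gene was lower by at least 2-fold and 15 differed by less. LOC_Os10g39130 had a log2 ratio of -11.55 in N22/IR64 and LOC_Os03g22720 one of -9.90, from 9.65 FPKM in IR64 to 0.010 in N22. LOC_Os02g42810 fell from 8.07 FPKM in IR64 to 0.436 in N22 and 0.023 in Pokkali. LOC_Os11g20160 had 3.53 FPKM in IR64, 5.08 in Pokkali and 0 in N22. The only increase of 2-fold or more was that of LOC_Os01g72370, with 32.6 FPKM in N22 and 2.80 in IR64. Several of the other genes combined transcripts that changed in opposite directions with a nearly unchanged sum, such as LOC_Os06g43860 with 24.7 FPKM in N22 and 23.7 in IR64. Taking the most abundant transcript in place of the sum moved LOC_Os10g39130 most, to -27.93 in N22/IR64. For LOC_Os01g53220, the same choice gave a log2 ratio of 4.51 in N22/IR64, against 0.964 for the sum. The real-time PCR values are not in the files analysed here, and the correlation itself could not be recomputed. The paper takes its correlation as a sign of the quality of the RNA-seq data.

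**Figure D3:**
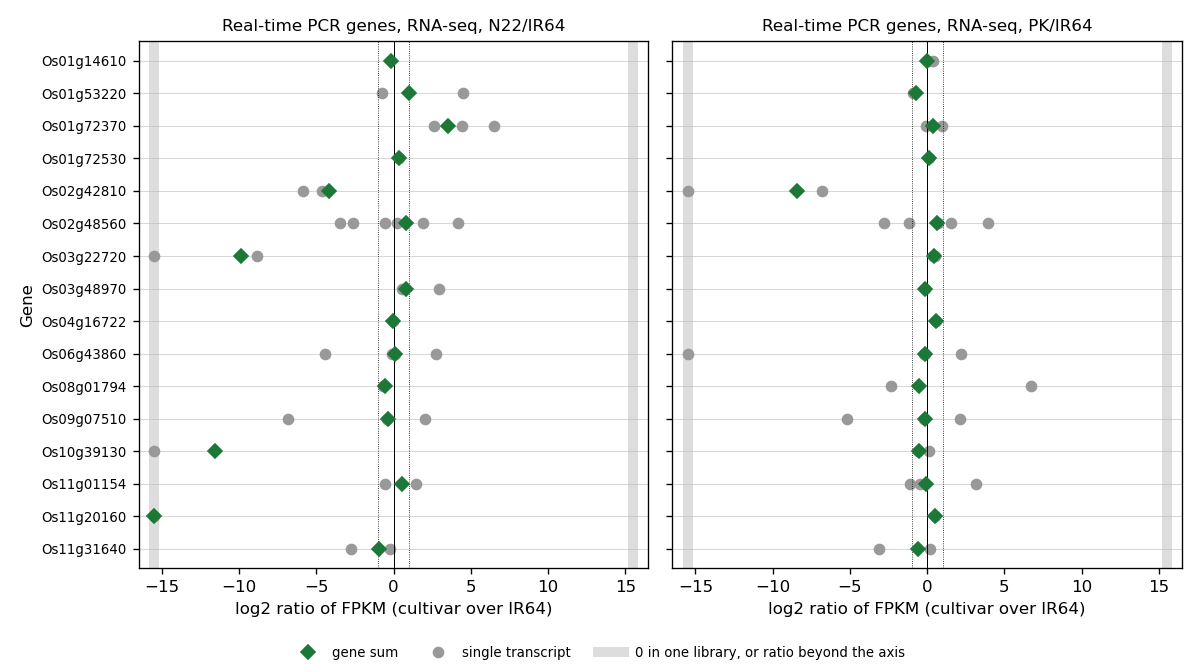
Log2 ratio of FPKM between the control libraries for the 16 genes with real-time PCR primers, N22 over IR64 on the left and Pokkali over IR64 on the right. Diamonds are gene sums, grey circles are single transcripts with at least 1 FPKM in either library, dotted lines mark 2-fold and the grey bands hold ratios with a 0 in one library or beyond the axis. In PK/IR64 only LOC_Os02g42810, at -8.43, lies beyond 2-fold in its sum.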

A high correlation (Pearson correlation 0.75) between the differential gene expression results from RNA-seq and qRT-PCR data, was obtained (Supplementary Fig. S10). Overall, the results were in concordance with results obtained from whole genome bisulphite sequencing and RNA-seq data analyses indicating high-quality of our data.

### Role of small RNAs in DNA methylation

A correlation between small RNA (smRNA) abundance and DNA methylation has been established by many studies^10^,^18^,^29^,^32^. Therefore, we sought to investigate the relationship between DNA methylation and smRNAs in the rice cultivars. To perform genome-wide discovery of smRNAs, small RNA libraries for IR64, N22 and Pokkali seedlings were sequenced and more than 15 million reads were generated for each sample. After pre-processing, the unique reads (smRNAs) of 21–24 nt were aligned to the rice genome (Supplementary Table S5). A total of 46–47% of the smRNAs (21–24 nt) mapped uniquely to the rice genome. The small RNAs were well distributed throughout the rice genome without any obvious difference in the different cultivars (Fig. 8a, Supplementary Fig. S2). The integration of genomic coordinates of smRNAs with the rice genome annotation revealed that a large fraction (68–70%) of smRNAs were originated from the genic and flanking sequences. The abundance of smRNAs was higher in the upstream sequences as compared to the gene body and downstream sequences (Fig. 8b). Highest abundance of smRNAs was observed in the upstream sequences near the TSSs. Within the genebody, highest abundance of smRNAs was observed at the 3′-end. However, the abundance of smRNAs was much higher within TE body as compared to the upstream and downstream sequences (Fig. 8c). This pattern seems to be consistent with the CHH methylation patterns in protein-coding genes and TEs (Fig. 2b,c). Further, we searched for the presence of mCs in different contexts within the smRNA loci. Overall 9–10% of total mCs were associated with smRNA loci in different rice cultivars and 53–55% of smRNA loci contained at least one mC. Notably, the proportion of CHH context mCs lying within smRNAs (13.1–15.2%) was substantially higher as compared to CG (7.5–8.5%) and CHG (8.5–9.3%) context mCs in all the three rice cultivars (Fig. 8d). The higher frequency of CHH context mCs located within the smRNA loci suggested a positive correlation between them.

Next, we investigated the correlation between smRNA abundance and differential DNA methylation. We estimated the abundance of smRNA in all the protein-coding genes and DMR-associated genes in the rice cultivars. We found that abundance of smRNAs was significantly higher in the DMR-associated genes in all the three cultivars (Fig. 8e). In addition, we noticed significantly higher (~1.6–1.8 fold) enrichment of smRNAs in the hypermethylated genes and significant (~two-fold) depletion of smRNAs in the hypomethylated genes in both N22/IR64 and PK/IR64 comparisons (Fig. 8f). These results suggest that smRNAs participate in alteration of DNA methylation levels in different rice cultivars.

## Discussion

Growing evidences from recent studies have suggested that DNA methylation plays a crucial role in regulation of stress responses/adaptation in plants^15^,^26^,^45^,^46^. Rice has rich germplasm resources with variability in their adaptive response to environmental cues, such as drought and salinity. The epigenetic marks, such as DNA methylation may be responsible for phenotypic consequences like tolerance to abiotic stresses. Therefore, it is important to investigate the DNA methylomes of rice cultivars with contrasting phenotype towards abiotic stress tolerance to understand the epigenetic regulation of stress adaptation and identify specific marks that contribute to the modulation of this agronomic trait.

In this study, we assessed the dynamics of DNA methylation at single base resolution in rice cultivars with contrasting drought and salinity stress response. Our results revealed several features regarding distribution of mCs, differential methylation patterns and their relationship with gene expression. The highest fraction of mCs in CG context followed by CHG and CHH contexts observed in the rice cultivars seems to be due to higher statistical power in detecting change at CG sites followed by CHG and CHH sites, which follow the same pattern of average methylation levels^28^,^32^. Significant differences were observed in the methylation patterns in different rice cultivars with contrasting stress response. We found several cultivar-specific methylated regions in the rice genome and detected genome-wide differences in DNA methylation status, which were coupled to the gene expression, strengthening the possible role of epigenetic mechanisms in abiotic stress adaptation. Significant differences in methylation patterns of specific loci have been reported in different cultivars/lines with contrasting phenotype under stress conditions^26^,^27^,^46^,^47^. Hypomethylation/demethylation is considered as a common feature associated with adaptive response to various stresses^19^,^47^,^48^,^49^. Based on methylation sensitive amplified polymorphism analysis, it has been shown that hypomethylation and hypermethylation are more frequent in drought-tolerant and drought-sensitive rice genotypes, respectively, under drought stress conditions^50^. Other studies also suggested the genotype and developmental/tissue specificity of epigenetic regulation of abiotic stress responses in rice cultivars^26^,^27^. Differential methylation in IR64, N22 and Pokkali rice cultivars under stress conditions is also expected to contribute to their contrasting stress response phenotype. Overall, these results suggest cultivar-specific changes in DNA methylation and different unknown mechanism(s) might be responsible for the differential stress responses.

Our genome-wide analysis provide unique insight into the dynamics of DNA methylation in rice cultivars. The results suggest that DNA methylation regulate stress responsive genes via altering their expression. Our observations are consistent with previous reports associating methylation status of the DNA with transcriptional control of specific loci in different plant species^18^,^48^,^51^,^52^,^53^. Although we found significant enrichment of down and upregulated genes associated with hyper and hypo-DMRs, respectively, a large fraction of the DEGs did not exhibit significant differences in their methylation levels among cultivars. It may be speculated that the effect of DNA methylation on gene expression may be mediated either directly or indirectly via some transcriptional regulatory proteins, which can recognize mCs in the promoter regions. A mechanism involving the recruitment of methyl CG-binding proteins to remodel chromatin by utilizing histone deacetylase activity has been proposed that regulate gene expression^54^,^55^,^56^,^57^. An alternate mechanism of gene silencing via inhibition of transcription activator binding due to promoter DNA methylation has also been reported earlier^58^,^59^,^60^. Further, we observed a stronger correlation of gene body methylation/demethylation as compared to that of flanking sequences with decreased/increased transcript abundance. These results are consistent with previous reports, which demonstrated that DNA methylation in gene bodies affects gene expression more effectively than the promoter methylation in various organisms including rice^18^,^48^,^61^,^62^,^63^. However, these observations are in contrast with other studies, which reported a strong correlation between promoter methylation and gene expression^42^,^64^. Further studies are required to clarify that how the transcript abundance is regulated differentially by the gene body or promoter methylation in different biological contexts. Overall, the identification of diverse categories of genes including those involved in abiotic stress response with differential methylation patterns provides evidence that epigenetic modifications play a crucial role in plants adaptation/response to abiotic stresses.

The association of DNA methylation with inactivation of transposon activity is well known^65^,^66^. Several genome-wide studies have shown heavy methylation of transposon sequences^67^,^68^. It is now well established that the position and methylation status of nearby transposon(s) can regulate the gene expression^39^,^42^,^69^,^70^,^71^. We also observed heavy methylation of TEs in rice cultivars and their methylation patterns were quite different than protein-coding genes. Higher methylation of TEs is due to their ability to recruit the silencing machinery and is considered as an evolutionary mechanism to silence their expression and mobility^65^,^66^. Many of the DMRs were associated with TEs and changes in the methylation of TEs was coupled to the expression of proximal protein-coding genes. Similar results have been reported in other studies on different plants as well^18^,^42^,^72^. A few evidences have demonstrated that abiotic stresses can evoke heritable changes in the epigenetic framework that can confer enhanced stress tolerance in the progeny due to transgenerational memory^45^,^73^,^74^. Interestingly, a copia-type retrotransposon (*ONSEN*) in Arabidopsis was found to have heat-induced transcription and transposition activity, which was found to be transgenerationally inherited^75^. Altogether, it can be speculated that changes in DNA methylation patterns can remove epigenetic constraints from TEs, thereby resulting in transcriptional changes in stress-responsive genes.

The *de novo* DNA methylation is established mainly via small RNA (smRNA)-guided RdDM pathway^76^,^77^. Recently, bisulphite sequencing of selected genes in *rdd* mutant (a triple DNA demethylase mutant) Arabidopsis plants revealed that RdDM-associated CHH methylation play a positive role in stress-responsive gene expression^42^. We observed a concordance in distribution patterns of mCs in CHH context and smRNAs within gene/TE body and their flanking sequences in the rice cultivars. In addition, a larger fraction of CHH context mCs were associated with smRNA loci. As CHH methylation is established by *de novo* methyltransferases only, our data also suggested a larger participation of smRNAs in CHH methylation which can regulate the target gene expression. Further, smRNAs were significantly enriched in hypermethylated regions, but depleted in hypomethylated regions. Overall, these results suggest that smRNAs also play a crucial role in shaping the DNA methylation landscape.

## Conclusions

Our results suggest the potential role of cultivar-specific DNA methylation patterns as an important regulatory mechanism for sensing and responding to the stress conditions via modulation of stress-responsive gene expression. Our investigation suggest that variability for drought/salinity tolerance in rice germplasm is dependent on the extent and patterns of DNA methylation. We have provided evidence suggesting that DNA methylation play an important role in abiotic stress adaptation/response by regulating expression of a set of stress-responsive genes in rice largely via methylation/demethylation of proximal TEs. The DMRs described here provide an initial set of targets of epigenetic variations across rice germplasm and may provide basis of future selection strategies. Further, it would be interesting to study the changes in methylation pattern in the rice cultivars under stress conditions. Overall, the understanding of epigenetic regulation of abiotic stress responses can have a significant impact in breeding for development of improved varieties with enhanced stress tolerance.

## Methods

### Plant material and genomic DNA isolation

Three rice (*Oryza sativa*) cultivars, IR64 (drought and salinity sensitive), Pokkali (salinity-tolerant) and Nagina 22 (drought-tolerant), were used for DNA methylome analysis in this study. Rice seeds after surface sterilization with sodium hypochlorite solution were grown in hydroponics in a culture room under 14 h light/10 h dark conditions at 28 ± 1 °C. After two weeks of growth, seedlings of different cultivars were harvested, frozen in liquid nitrogen and stored at −80 °C till further use. The experimental set-up was repeated to collect three independent biological replicates of each tissue sample. Genomic DNA was isolated from frozen tissues using Qiagen DNeasy Minikit (Qiagen) as per manufacturer’s protocol. The quality and quantity of the genomic DNA samples were checked by Nanodrop Spectrophotometer (Thermo Scientific) and Qubit Fluorimeter (Life Technologies). Agarose gel electrophoresis was also carried out to ascertain the quality of genomic DNA samples.

### Whole genome bisulphite sequencing

The genomic DNA isolated from IR64, N22 and Pokkali seedlings (pooled in equal quantity from the three independent biological replicates) were processed for bisulphite sequencing. The genomic DNA samples were fragmented via sonication to a size of 100–300 bp, end repaired and TruSeq-methylated adapters were ligated to the DNA fragments. Approximately, 500 ng of adapter-ligated DNA fragments were used for bisulphite conversion using EZ DNA Methylation-Gold^TM^ kit (Zymo Research Corporation, CA, USA) according to manufacturer’s protocol. After desalting, size selection and PCR amplification, library quality was analyzed. The qualified libraries were sequenced on the HiSeq 2000 system (Illumina) for 90 cycles in paired-end mode to achieve more than 30 × genome coverage for each sample and processed sequenced data (after removal of reads containing adaptor sequences and low-quality reads) was obtained. The sequence data were further filtered using our in-house NGS QC Toolkit (v2.3)^78^.

### Read alignment and identification of mCs

The filtered 90 bp paired-end reads from each sample were aligned to the rice genome sequence (MSU v7.0) using Bismark (v0.8)^79^ under default parameters. Reads from each sample were processed to remove clonal reads by retaining only one of such reads. Only the reads aligned at unique location in the genome were retained. Alignment of all the reads was performed on the rice chloroplast genome also to estimate the bisulphite conversion efficiency and error-rate. A bisulphite conversion efficiency of ≥99% was observed for all the samples. The non-conversion rate of chloroplast genome Cs was considered as a measure of false discovery rate (error rate). The alignment files on the rice genome were used as input in Methylkit (v0.5.6) for further analysis. The mCs were identified by *P*-value calculation using binomial distribution [P = binomial (m, x, error_rate), where m = number of reads giving methylated call, n = number of reads giving unmethylated call; x = m + n, the sequencing depth of single C and error_rate was the error rate for bisulphite nonconversion of the sample] as described earlier^37^. This step excludes mCs, which might be the result of non-conversion of cytosines during bisulphite conversion. A *P*-value cut-off of 0.001 and minimum read-depth of five was used to identity true mCs. The methylation level (percentage of reads showing mC among all the reads covering the same cytosine site) of each identified mC was determined. Various analyses, including coverage determination, distribution of mCs in the genome and various genomic features, and determination of frequency of flanking nucleotides were carried out using custom perl scripts.

### Identification of DMRs

For screening of DMRs, we determined the frequency of mCs in each bin size of 100 bp throughout the genome. Only the cytosine sites covered by at least five reads in each sample were considered. For each bin, the methylation level at each cytosine site was calculated for each sample. The bins containing at least three mCs and a minimum difference of 20% methylation level with *q*-value of 0.01 were identified as DMRs. For estimation of *q*-value, *P*-value was determined by Fisher’s exact test followed by correction using Sliding Linear Model (SLIM). The DMRs were positioned within gene body or 2 kb flanking sequences based on the position of mid-point relative to gene position coordinates.

### Gene ontology (GO) enrichment analysis

The enrichment analysis of GO categories within the methylated genes (methylation at promoters and/or within annotated transcribed regions) was performed using the BiNGO tool and visualized using Cytoscape (v3.7). The GO categories with *P*-value 0.05 after applying FWER correction were considered as significantly enriched.

### RNA sequencing and data analysis

Total RNA was extracted using TRI Reagent (Sigma Life Science, USA), according to manufacturer’s instructions. The quality and quantity of RNA samples were assessed using Agilent Bioanalyzer (Agilent Technologies, Singapore) as described previously^80^. For sequencing, cDNA libraries were generated from total RNA of each tissue sample and sequencing was performed on Illumina platform to generate 100 bp paired-end reads. The Fastq files were obtained and various quality controls were performed using NGS QC Toolkit^78^. Filtered high-quality reads were mapped on the rice genome (MSU7) using Tophat (v2.0.0) software. To analyze gene expression, a consensus reference-guided assembly of the transcriptome data from all samples was generated using Cufflinks (v2.0.2) and differential expression of genes among rice cultivars was determined by Cuffdiff as described^81^. Only the genes exhibiting significant difference (at least two-fold change with *P*-value ≤ 0.05) were considered.

### Methylation-expression correlation analysis

The correlation between methylation and gene expression was determined by comparison of methylation status of DMR-associated genes and their expression level/differential expression measured by RNA-seq. A box-and-whisker plot (boxplot R function) of the differential expression levels of the genes associated with hypo- or hyper-methylated DMRs and all rice genes was generated. The significance of differences was estimated using a two-tailed Wilcoxon rank-sum test (wilcox.test R function) using R programming environment.

### Small RNA sequencing and data analysis

The total RNAs isolated from seedlings of IR64, N22 and Pokkali rice cultivars were used for library preparation using TruSeq Small RNA Sample Prep Kit (Illumina Technologies) according to the manufacturer’s instructions. Each small RNA library was sequenced for 50 cycles on Illumina platform and the sequence data was obtained in FASTQ files for further processing. The sequence data was pre-processed using modified perl script as described previously^82^ and only the unique reads were retained. Further, all the unique reads from each sample were mapped to the rice genome sequence using Bowtie2. Only the uniquely mapped reads of 21–24 nt in length were used for subsequent analysis.

### Locus-specific bisulphite sequencing of selected DMRs

About 1 μg of genomic DNA extracted from unstressed control seedlings of rice genotypes was bisulphite converted using EZ DNA Methylation-Gold^TM^ kit (Qiagen). The bisulphite converted DNA was desalted and an aliquot of it was used for PCR amplification of the selected genomic regions representing DMRs using locus-specific forward and reverse primers. The purified PCR products were cloned in pGEM-T Easy vector (Promega) and confirmed clones were sequenced via Sanger sequencing method. An average of 10 clones were chosen randomly for sequencing. Methylation status of cytosines was assessed by comparing the sequence of the bisulphite treated DNA with that of untreated DNA.

### Quantitative PCR analysis

The gene-specific primers for qRT-PCR were designed using Primer Express (v3.0) software (Applied Biosystems, Foster City, CA). The primer sequences used in this study are listed in Supplementary Table S6. The quantitative PCR analysis was performed as described previously^80^ employing ABI 7500 Real-Time PCR System (Applied Biosystems). At least two independent biological replicates for each sample and three technical replicates of each biological replicate were analyzed for the analysis. The transcript level of each gene in different tissue samples was normalized with the transcript level of internal control gene, *Ubiquitin5* (*UBQ5*)^83^ and fold change was calculated as compared to the control condition.

### Data availability

The DNA methylation, RNA-seq and small RNA sequencing data generated in this study have been deposited with NCBI at Gene expression Omnibus (GEO) under series accession numbers GSE60288, GSE60287 and GSE64651, respectively.

## Additional Information

**How to cite this article**: Garg, R. *et al.* Divergent DNA methylation patterns associated with gene expression in rice cultivars with contrasting drought and salinity stress response. *Sci. Rep.* **5**, 14922; doi: 10.1038/srep14922 (2015).

## Supplementary Material

Supplementary Information

Supplementary Table S3

Supplementary Table S4

## Figures and Tables

**Figure 1:**
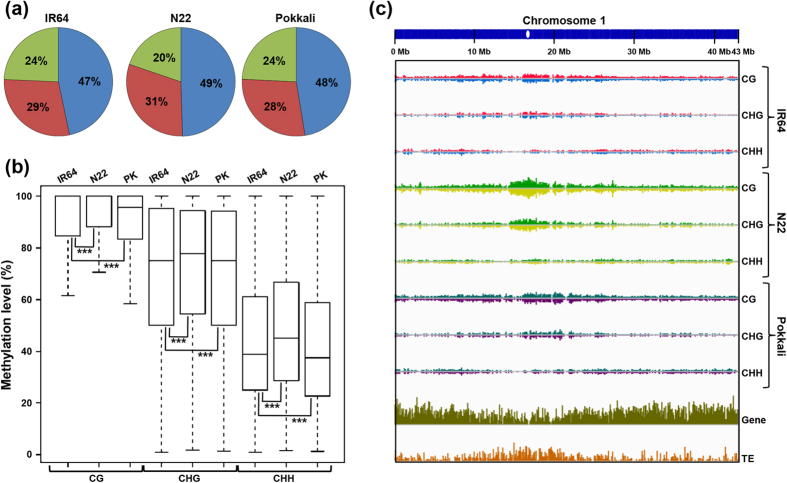
DNA methylation status and chromosomal distribution in different rice cultivars. (**a**) The relative fraction of methylcytosines (mCs) identified in each sequence context (CG, CHG and CHH) in three rice cultivars, IR64, N22 and Pokkali. Blue, CG; maroon, CHG; green, CHH. (**b**) Box-plot showing distribution of DNA methylation level in each sequence context in different cultivars. Significant differences (Fisher’s exact text) are marked with asterisks (***P < 1 × 10^−10^). (**c**) The density of mCs (identified in each sequence context on two DNA strands), genes and transposable elements (TEs) throughout chromosome 1 (bin size 100 kb). N22, Nagina 22; PK, Pokkali.

**Figure 2:**
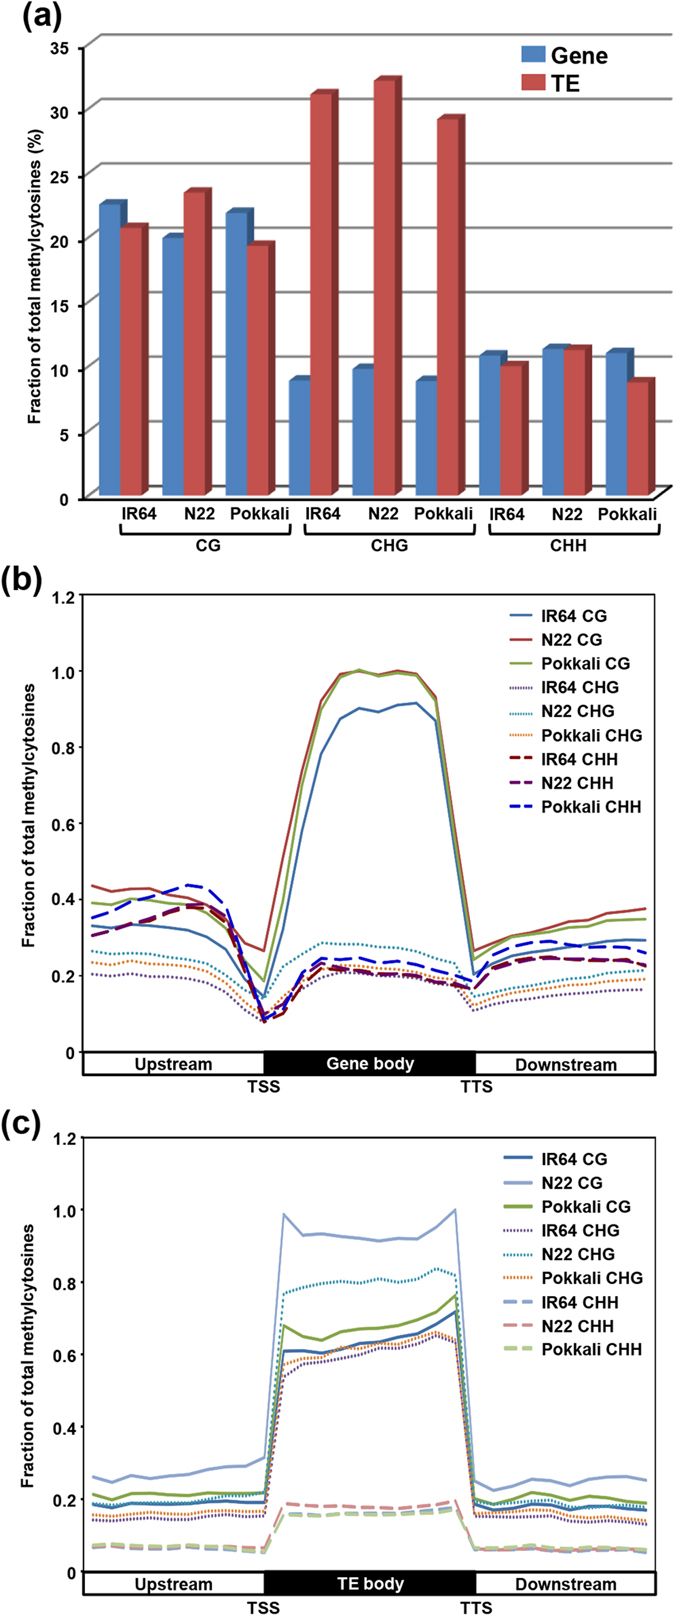
DNA methylation patterns in gene and transposable element (TE) regions in different rice cultivars. (**a**) Fraction of methylcytosines (mCs) identified in the body of protein-coding genes and TEs in each sequence context in rice cultivars. (**b**) Relative fraction of mCs within gene body and 1 kb flanking (upstream and downstream) sequences in each sequence context in different cultivars. (**c**) Relative fraction of mCs within TE body and 1 kb flanking (upstream and downstream) sequences in each sequence context in rice cultivars. TSS, transcriptional start site and TTS, transcriptional termination site.

**Figure 3:**
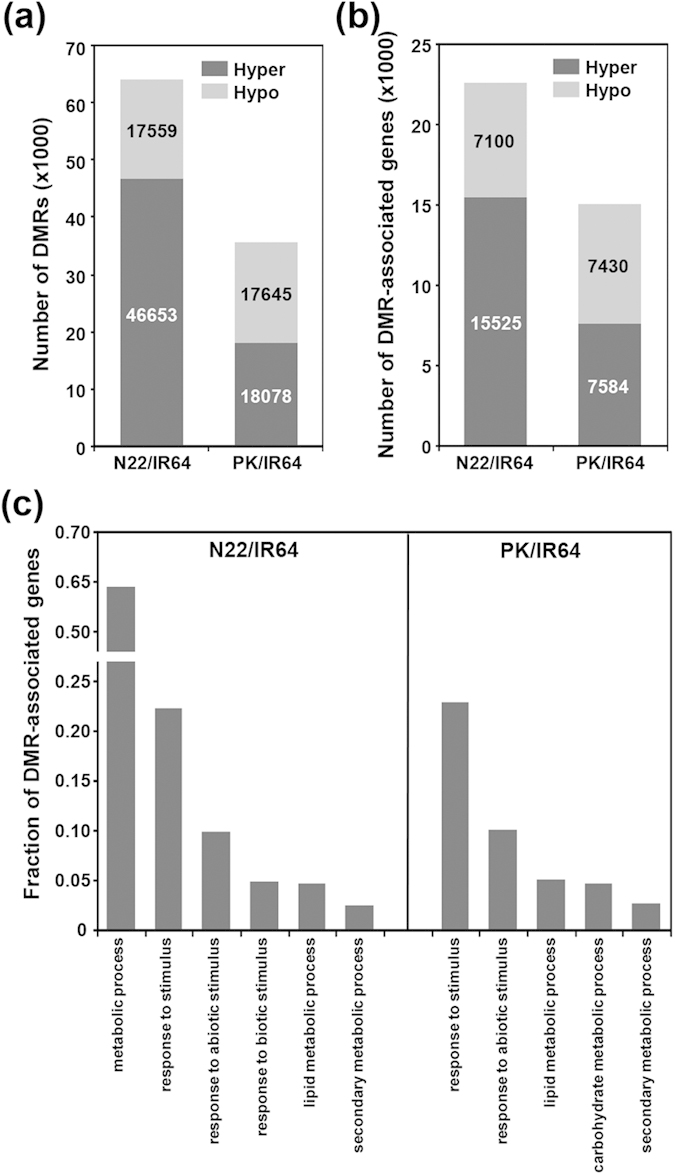
Differential methylation in rice cultivars. (**a**) Number of differentially (hyper and hypo) methylated regions (DMRs) between N22 and IR64 (N22/IR64) and Pokkali and IR64 (PK/IR64). (**b**) Number of protein-coding genes associated with DMRs. DMRs present within gene body or 2 kb flanking sequences were regarded as DMR-associated genes. (**c**) Gene ontology (GO) categories (biological process) significantly (*P*-value ≤ 0.05) enriched in the DMR-associated genes among rice cultivars. N22, Nagina 22;; PK, Pokkali.

**Figure 4:**
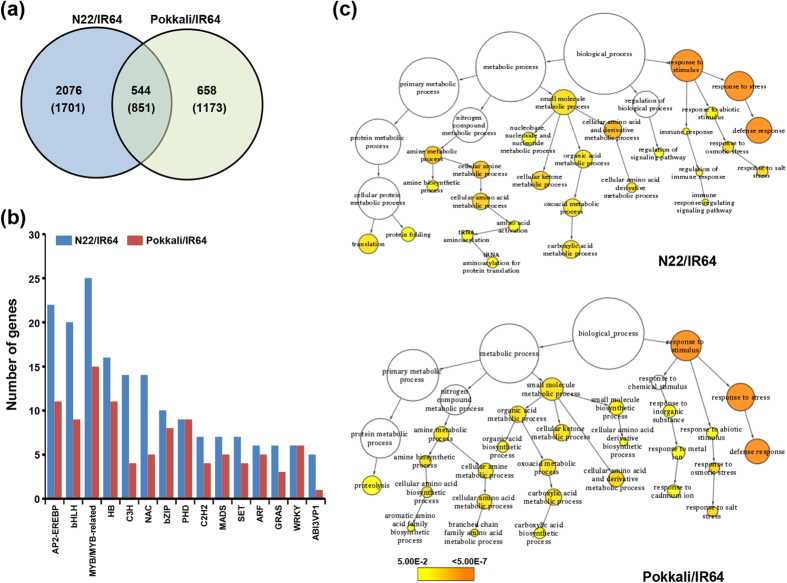
Differential gene expression among the rice cultivars and gene ontology (GO) enrichment analysis. (**a**) Venn diagram showing number of differentially expressed genes in N22/IR64 and Pokkali/IR64. Number of upregulated and downregulated (in parentheses) genes are shown. (**b**) Number of genes from top 15 transcription factor families represented in the differentially expressed genes in N22/IR64 and Pokkali/IR64. (**c**) GO enrichment analysis of genes showing differential expression in N22/IR64 and Pokkali/IR64. The significantly enriched GO terms are highlighted in different colours as per scale (*P*-value) given at the bottom.

**Figure 5:**
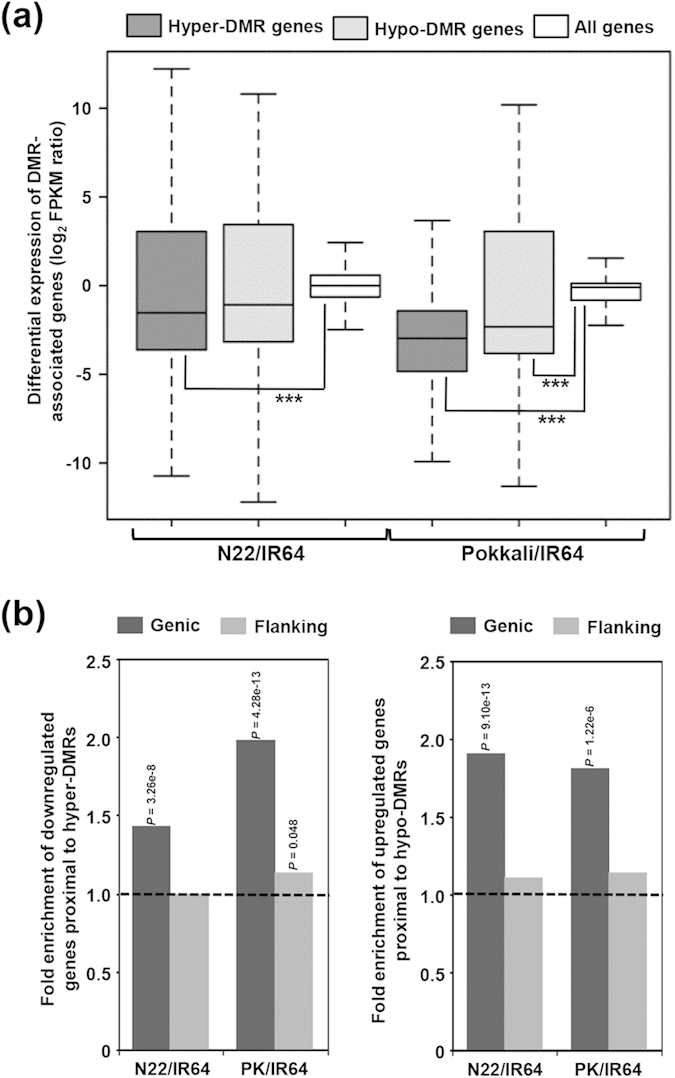
Relationship between differential methylation and transcript abundance of protein-coding genes. (**a**) Box-plot showing differential expression levels of all the genes or genes associated with hyper/hypo methylated DMRs are displayed. Significant differences (Fisher’s exact text) are marked with asterisks (***P < 1 × 10^−10^). (**b**) Enrichment of downregulated and upregulated genes proximal to hypermethylated and hypomethylated DMRs, respectively, positioned within the protein-coding genes (genic DMRs) or flanking (flanking DMRs) sequences. Significance (*P*-value by Fisher’s exact test) of the enrichment has been given. N22, Nagina 22; PK, Pokkali.

**Figure 6:**
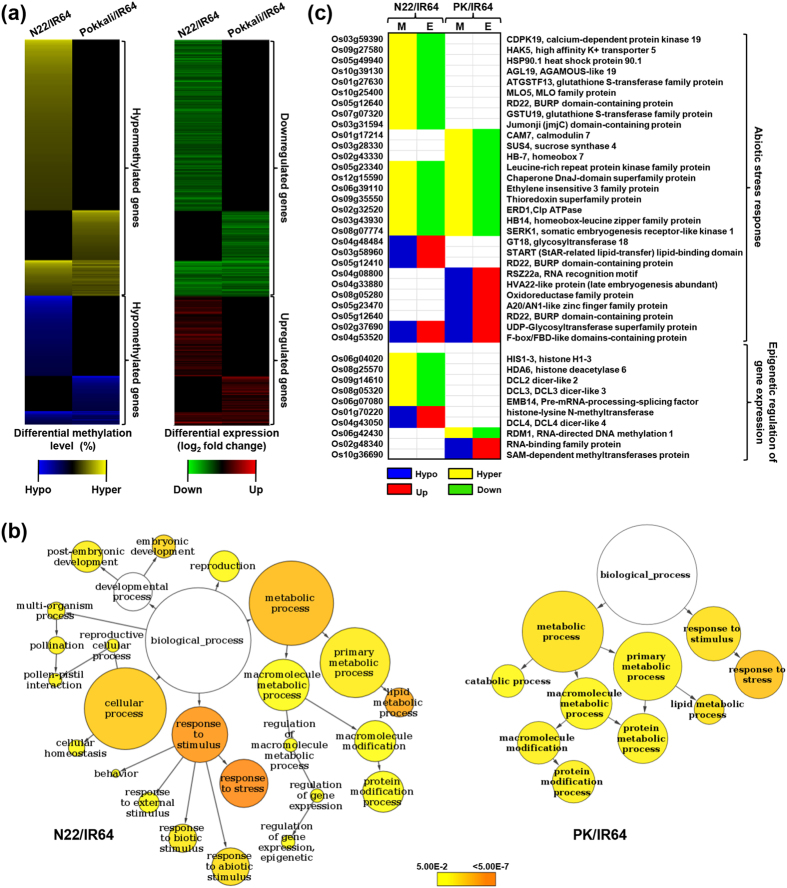
Differential methylation, transcript abundance and gene ontology enrichment of protein-coding genes. (**a**) Heatmap representation of the differential methylation levels and differential expression of DMR-associated genes showing negative correlation. Color scales at the bottom represent status of methylation and transcript abundance. (**b**) GO enrichment analysis of DMR-associated genes showing differential expression. The significantly enriched GO terms are highlighted in different colours as per scale (*P*-value) given at the bottom. (**c**) Heatmap representation of the differential methylation (M) and differential expression (E) of DMR-associated genes known to be involved in abiotic stress response and epigenetic regulation of gene expression. Gene identifiers (MSU v7) and gene descriptions (best Arabidopsis ortholog) are given on the left and right sides of the heatmap, respectively. Colors at the bottom represents status of differential methylation (hypo/hyper) and differential expression (up/down). N22, Nagina 22; PK, Pokkali.

**Figure 7:**
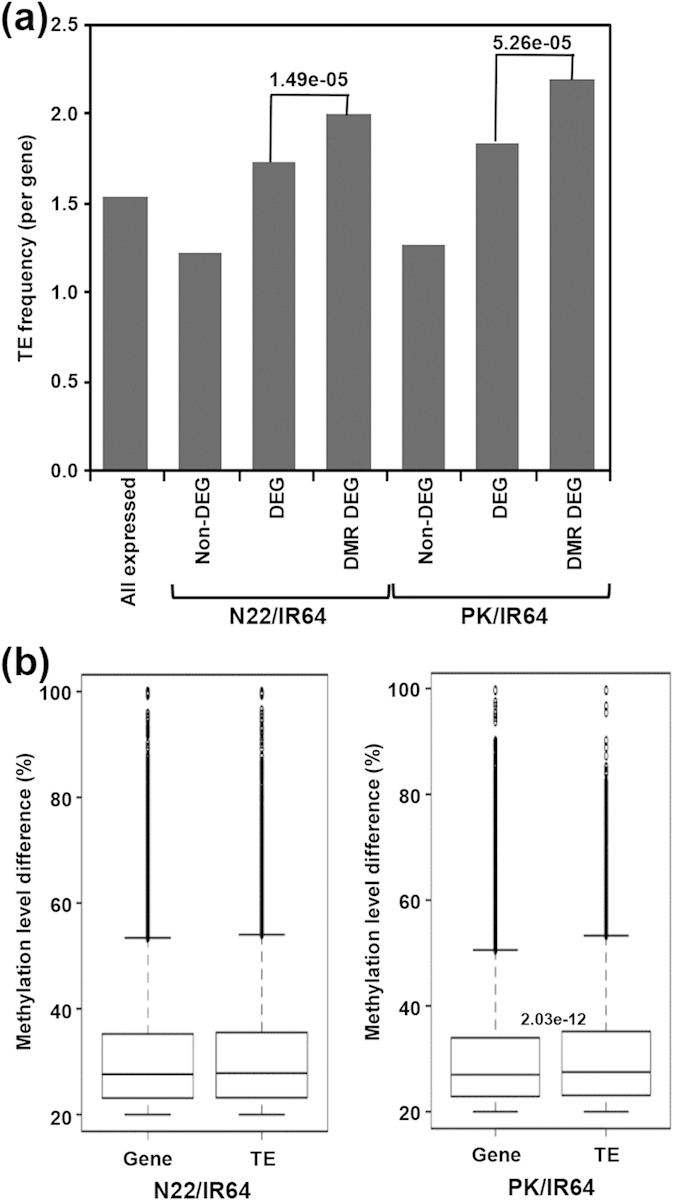
Correlation between differential expression and frequency/methylation level of TEs. (**a**) Average number of TEs per gene (within 2 Kb flanking sequences) for the indicated gene class. Non-DEG, non-differentially expressed genes; DEG, differentially expressed genes; DMR-DEG, differentially expressed genes associated with DMRs. (**b**) Box-plot showing distribution of methylation level difference of the differentially methylated regions (DMRs) associated with protein-coding genes and transposable elements (TEs) in different rice cultivars. *P*-value (Fisher’s exact text) of significant methylation difference is given. N22, Nagina 22; PK, Pokkali.

**Figure 8:**
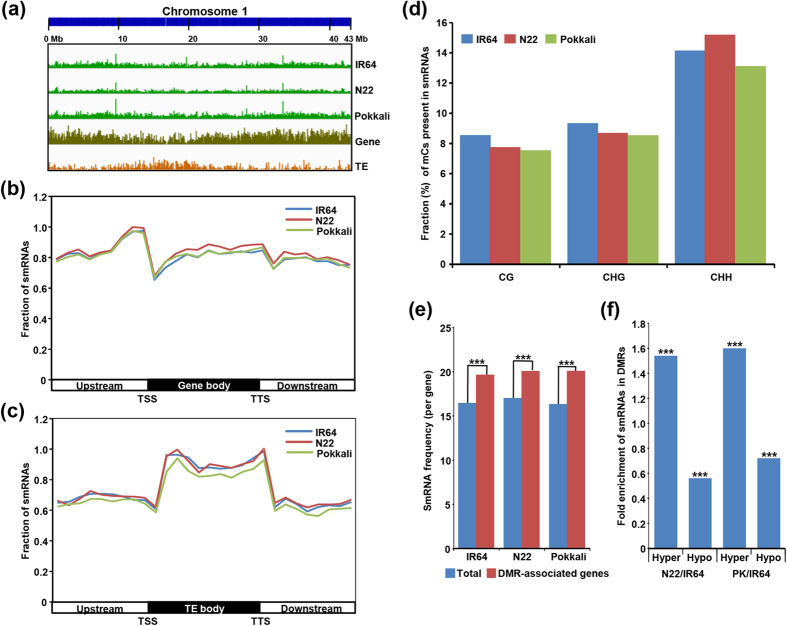
Genomic distribution of smRNAs and their relation with differential DNA methylation in rice cultivars. (**a**) The density of small RNAs, genes and transposable elements (TEs) throughout chromosome 1 (bin size 100 kb). (**b**,**c**) Relative fraction of smRNAs within gene (**b**) and TE (**c**) body and 1 kb flanking (upstream and downstream) sequences in each sequence context in different rice cultivars. TSS, transcriptional start site and TTS, transcriptional termination site. (**d**) Fraction of different contexts methylcytosines (mCs) present within the identified smRNAs. (**e**) Frequency of smRNAs in total genes and DMR-associated genes. (**f**) Enrichment of smRNAs positioned within hyper and hypo DMRs. Significance (Fisher’s exact text) of enrichment has been marked with asterisks ***P < 1 × 10^−20^). N22, Nagina 22; PK, Pokkali.

## References

[b1] SoppeW. J. *et al.* The late flowering phenotype of *fwa* mutants is caused by gain-of-function epigenetic alleles of a homeodomain gene. Mol. Cell 6, 791–802 (2000).1109061810.1016/s1097-2765(05)00090-0

[b2] ManningK. *et al.* A naturally occurring epigenetic mutation in a gene encoding an SBP-box transcription factor inhibits tomato fruit ripening. Nat. Genet. 38, 948–952 (2006).1683235410.1038/ng1841

[b3] MiuraK. *et al.* A metastable *DWARF1* epigenetic mutant affecting plant stature in rice. Proc. Natl. Acad. Sci. USA 106, 11218–11223 (2009).1954160410.1073/pnas.0901942106PMC2708680

[b4] LindrothA. M. *et al.* Requirement of CHROMOMETHYLASE3 for maintenance of CpXpG methylation. Science 292, 2077–2080 (2001).1134913810.1126/science.1059745

[b5] CaoX. & JacobsenS. E. Role of the Arabidopsis DRM methyltransferases in *de novo* DNA methylation and gene silencing. Curr. Biol. 12, 1138–1144 (2002).1212162310.1016/s0960-9822(02)00925-9

[b6] KatoM., MiuraA., BenderJ., JacobsenS. E. & KakutaniT. Role of CG and non-CG methylation in immobilization of transposons in Arabidopsis. Curr. Biol. 13, 421–426 (2003).1262019210.1016/s0960-9822(03)00106-4

[b7] HsiehT. F. *et al.* Genome-wide demethylation of Arabidopsis endosperm. Science 324, 1451–1454 (2009).1952096210.1126/science.1172417PMC4044190

[b8] GazzaniS., GendallA. R., ListerC. & DeanC. Analysis of the molecular basis of flowering time variation in Arabidopsis accessions. Plant Physiol. 132, 1107–1114 (2003).1280563810.1104/pp.103.021212PMC167048

[b9] LiuJ., HeY., AmasinoR. & ChenX. siRNAs targeting an intronic transposon in the regulation of natural flowering behavior in Arabidopsis. Genes Dev. 18, 2873–2878 (2004).1554562210.1101/gad.1217304PMC534648

[b10] SongQ. X. *et al.* Genome-wide analysis of DNA methylation in soybean. Mol. Plant 6, 1961–1974 (2013).2396663610.1093/mp/sst123

[b11] SazeH., MittelstenScheidO. & PaszkowskiJ. Maintenance of CpG methylation is essential for epigenetic inheritance during plant gametogenesis. Nat. Genet. 34, 65–69 (2003).1266906710.1038/ng1138

[b12] GehringM., BubbK. L. & HenikoffS. Extensive demethylation of repetitive elements during seed development underlies gene imprinting. Science 324, 1447–1451 (2009).1952096110.1126/science.1171609PMC2886585

[b13] ZemachA. *et al.* Local DNA hypomethylation activates genes in rice endosperm. Proc. Natl. Acad. Sci. USA 107, 18729–18734 (2010).2093789510.1073/pnas.1009695107PMC2972920

[b14] ChenX. & ZhouD. X. Rice epigenomics and epigenetics: challenges and opportunities. Curr. Opin. Plant Biol. 16, 164–169 (2013).2356256510.1016/j.pbi.2013.03.004

[b15] ChinnusamyV. & ZhuJ. K. Epigenetic regulation of stress responses in plants. Curr. Opin. Plant Biol. 12, 133–139 (2009).1917910410.1016/j.pbi.2008.12.006PMC3139470

[b16] MirouzeM. *et al.* Selective epigenetic control of retrotransposition in Arabidopsis. Nature 461, 427–430 (2009).1973488210.1038/nature08328

[b17] Lang-MladekC. *et al.* Transgenerational inheritance and resetting of stress-induced loss of epigenetic gene silencing in Arabidopsis. Mol. Plant 3, 594–602 (2010).2041025510.1093/mp/ssq014PMC2877484

[b18] DowenR. H. *et al.* Widespread dynamic DNA methylation in response to biotic stress. Proc. Natl. Acad. Sci. USA 109, E2183–2191 (2012).2273378210.1073/pnas.1209329109PMC3420206

[b19] UthupT. K., RavindranM., BiniK. & ThakurdasS. Divergent DNA methylation patterns associated with abiotic stress in *Heveabrasiliensis*. Mol. Plant 4, 996–1013 (2011).2170558110.1093/mp/ssr039

[b20] ShaikR. & RamakrishnaW. Bioinformatic analysis of epigenetic and microRNA mediated regulation of drought responsive genes in rice. PLoS ONE 7, e49331 (2012).2314515210.1371/journal.pone.0049331PMC3493535

[b21] BilichakA., IlnystkyyY., HollunderJ. & KovalchukI. The progeny of *Arabidopsis thaliana* plants exposed to salt exhibit changes in DNA methylation, histone modifications and gene expression. PLoS ONE 7, e30515 (2012).2229197210.1371/journal.pone.0030515PMC3264603

[b22] McNallyK. L. *et al.* Genomewide SNP variation reveals relationships among landraces and modern varieties of rice. Proc. Natl. Acad. Sci. USA 106, 12273–12278 (2009).1959714710.1073/pnas.0900992106PMC2718348

[b23] NakashimaK., ItoY. & Yamaguchi-ShinozakiK. Transcriptional regulatory networks in response to abiotic stresses in Arabidopsis and grasses. Plant Physiol. 149, 88–95 (2009).1912669910.1104/pp.108.129791PMC2613698

[b24] BhattacharjeeA. & JainM. Transcription factor mediated abiotic stress signaling in rice. In: Plant Stress - Stress-Mediated Signaling in Plants (PandeyG. K. ed.) 7, 16–25. Global Science Books, Academic Press, Japan (2013).

[b25] JainM., MoharanaK. C., ShankarR., KumariR. & GargR. Genome wide discovery of DNA polymorphisms in rice cultivars with contrasting drought and salinity stress response and their functional relevance. Plant Biotechnol. J. 12, 253–264 (2014).2446089010.1111/pbi.12133

[b26] WangW. S. *et al.* Drought-induced site-specific DNA methylation and its association with drought tolerance in rice (*Oryza sativa* L.). J. Exp. Bot. 62, 1951–1960 (2011).2119357810.1093/jxb/erq391PMC3060682

[b27] KaranR., DeLeonT., BiradarH. & SubudhiP. K. Salt stress induced variation in DNA methylation pattern and its influence on gene expression in contrasting rice genotypes. PLoS ONE 7, e40203 (2012).2276195910.1371/journal.pone.0040203PMC3386172

[b28] CokusS. J. *et al.* Shotgun bisulphite sequencing of the Arabidopsis genome reveals DNA methylation patterning. Nature 452, 215–219 (2008).1827803010.1038/nature06745PMC2377394

[b29] CalarcoJ. P. *et al.* Reprogramming of DNA methylation in pollen guides epigenetic inheritance via small RNA. Cell 151, 194–205 (2012).2300027010.1016/j.cell.2012.09.001PMC3697483

[b30] ZhongS. *et al.* Single-base resolution methylomes of tomato fruit development reveal epigenome modifications associated with ripening. Nat. Biotechnol. 31, 154–159 (2013).2335410210.1038/nbt.2462

[b31] BeckS. & RakyanV. K. The methylome: approaches for global DNA methylation profiling. Trends Genet. 24, 231–237 (2008).1832562410.1016/j.tig.2008.01.006

[b32] ListerR. *et al.* Highly integrated single-base resolution maps of the epigenome in Arabidopsis. Cell 133, 523–536 (2008).1842383210.1016/j.cell.2008.03.029PMC2723732

[b33] SchmitzR. J. & ZhangX. High-throughput approaches for plant epigenomic studies. Curr. Opin. Plant Biol. 14, 130–136 (2011).2147090110.1016/j.pbi.2011.03.010PMC3112054

[b34] KimK. D., El, BaidouriM. & JacksonS. A. Accessing epigenetic variation in the plant methylome. *Brief. Funct*. Genomics 13, 318–327 (2014).10.1093/bfgp/elu00324562692

[b35] WaliaH. *et al.* Comparative transcriptional profiling of two contrasting rice genotypes under salinity stress during the vegetative growth stage. Plant Physiol. 139, 822–835 (2005).1618384110.1104/pp.105.065961PMC1255998

[b36] LenkaS. K., KatiyarA., ChinnusamyV. & BansalK. C. Comparative analysis of drought-responsive transcriptome in Indica rice genotypes with contrasting drought tolerance. Plant Biotechnol. J. 9, 315–327 (2011).2080992810.1111/j.1467-7652.2010.00560.x

[b37] GreavesI. K. *et al.* Trans chromosomal methylation in Arabidopsis hybrids. Proc. Natl. Acad. Sci. USA 109, 3570–3575 (2012).2233188210.1073/pnas.1201043109PMC3295253

[b38] LawJ. A. & JacobsenS. E. Establishing, maintaining and modifying DNA methylation patterns in plants and animals. Nat. Rev. Genet. 11, 204–220 (2010).2014283410.1038/nrg2719PMC3034103

[b39] GentJ. I. *et al.* CHH islands: *de novo* DNA methylation in near-gene chromatin regulation in maize. Genome Res. 23, 628–637 (2013).2326966310.1101/gr.146985.112PMC3613580

[b40] KawasakiS. *et al.* Gene expression profiles during the initial phase of salt stress in rice. Plant Cell 13, 889–905 (2001).1128334310.1105/tpc.13.4.889PMC135538

[b41] RayS. *et al.* Modulation of transcription factor and metabolic pathway genes in response to water-deficit stress in rice. Funct. Integr. Genomics 11, 157–178 (2011).2082124310.1007/s10142-010-0187-y

[b42] LeT. N. *et al.* DNA demethylases target promoter transposable elements to positively regulate stress responsive genes in Arabidopsis. Genome Biol. 15, 458 (2014).2522847110.1186/s13059-014-0458-3PMC4189188

[b43] KapoorM. *et al.* Genome-wide identification, organization and phylogenetic analysis of Dicer-like, Argonaute and RNA-dependent RNA Polymerase gene families and their expression analysis during reproductive development and stress in rice. BMC Genomics 9, 451 (2008).1882665610.1186/1471-2164-9-451PMC2576257

[b44] SharmaR. *et al.* Rice cytosine DNA methyltransferases-gene expression profiling during reproductive development and abiotic stress. FEBS J. 276, 6301–6311 (2009).1978842110.1111/j.1742-4658.2009.07338.x

[b45] BoykoA. *et al.* Transgenerational adaptation of Arabidopsis to stress requires DNA methylation and the function of Dicer-like proteins. PLoS ONE 5, e9514 (2010).2020908610.1371/journal.pone.0009514PMC2831073

[b46] ZhengX. *et al.* Transgenerational variations in DNA methylation induced by drought stress in two rice varieties with distinguished difference to drought resistance. PLoS ONE 8, e80253 (2013).2424466410.1371/journal.pone.0080253PMC3823650

[b47] WangM. *et al.* Induced and constitutive DNA methylation in a salinity-tolerant wheat introgression line. Plant Cell Physiol. 55, 1354–1365 (2014).2479375210.1093/pcp/pcu059

[b48] ChoiC. S. & SanoH. Abiotic-stress induces demethylation and transcriptional activation of a gene encoding a glycerophosphodiesterase-like protein in tobacco plants. Mol. Genet. Genomics 277, 589–600 (2007).1727387010.1007/s00438-007-0209-1

[b49] AngersB., CastonguayE. & MassicotteR. Environmentally induced phenotypes and DNA methylation: how to deal with unpredictable conditions until the next generation and after. Mol. Ecol. 19, 1283–1295 (2010).2029847010.1111/j.1365-294X.2010.04580.x

[b50] Gayacharan & JoelA. J. Epigenetic responses to drought stress in rice (*Oryza sativa* L.). Physiol. Mol. Biol. Plants 19, 379–387 (2013).2443150610.1007/s12298-013-0176-4PMC3715639

[b51] StewardN., ItoM., YamaguchiY., KoizumiN. & SanoH. Periodic DNA methylation in maize nucleosomes and demethylation by environmental stress. J. Biol. Chem. 277, 37741–37746 (2002).1212438710.1074/jbc.M204050200

[b52] WadaY., MiyamotoK., KusanoT. & SanoH. Association between up-regulation of stress-responsive genes and hypomethylation of genomic DNA in tobacco plants. Mol. Genet. Genomics 271, 658–666 (2004).1514860410.1007/s00438-004-1018-4

[b53] ZilbermanD., GehringM., TranR. K., BallingerT. & HenikoffS. Genome-wide analysis of *Arabidopsis thaliana* DNA methylation uncovers an interdependence between methylation and transcription. Nat. Genet. 39, 61–69 (2007).1712827510.1038/ng1929

[b54] JonesP. L. *et al.* Methylated DNA and MeCP2 recruit histone deacetylase to repress transcription. Nat. Genet. 19, 187–191 (1998).962077910.1038/561

[b55] NanX. *et al.* Transcriptional repression by the methyl-CpG-binding protein MeCP2 involves a histone deacetylase complex. Nature 393, 386–389 (1998).962080410.1038/30764

[b56] NgH. H. & BirdA. DNA methylation and chromatin modification. Curr. Opin. Genet. Dev. 9, 158–163 (1999).1032213010.1016/s0959-437x(99)80024-0

[b57] ClouaireT. & StanchevaI. Methyl-CpG binding proteins: specialized transcriptional repressors or structural components of chromatin? Cell Mol. Life Sci. 65, 1509–1522 (2008).1832265110.1007/s00018-008-7324-yPMC2873564

[b58] WattF. & MolloyP. L. Cytosine methylation prevents binding to DNA of a HeLa cell transcription factor required for optimal expression of the adenovirus major late promoter. Genes Dev. 2, 1136–1143 (1988).319207510.1101/gad.2.9.1136

[b59] BirdA. DNA methylation patterns and epigenetic memory. Genes Dev. 16, 6–21 (2002).1178244010.1101/gad.947102

[b60] ScebbaF. *et al.* Arabidopsis MBD proteins show different binding specificities and nuclear localization. Plant Mol. Biol. 53, 715–731 (2003).1501060910.1023/B:PLAN.0000019118.56822.a9

[b61] HohnT., CorstenS., RiekeS., MüllerM. & RothnieH. Methylation of coding region alone inhibits gene expression in plant protoplasts. Proc. Natl. Acad. Sci. USA 93, 8334–8339 (1996).871087110.1073/pnas.93.16.8334PMC38671

[b62] WuH. *et al.* Dnmt3a-dependent nonpromoter DNA methylation facilitates transcription of neurogenic genes. Science 329, 444–448 (2010).2065114910.1126/science.1190485PMC3539760

[b63] WangY., WangX., LeeT. H., MansoorS. & PatersonA. H. Gene body methylation shows distinct patterns associated with different gene origins and duplication modes and has a heterogeneous relationship with gene expression in *Oryza sativa* (rice). New Phytol. 198, 274–283 (2013).2335648210.1111/nph.12137

[b64] YamamuroC. *et al.* Overproduction of stomatal lineage cells in Arabidopsis mutants defective in active DNA demethylation. Nat. Commun. 5, 4062 (2014).2489876610.1038/ncomms5062PMC4097119

[b65] SlotkinR. K. & MartienssenR. Transposable elements and the epigenetic regulation of the genome. Nat. Rev. Genet. 8, 272–285 (2007).1736397610.1038/nrg2072

[b66] LischD. Epigenetic regulation of transposable elements in plants. Annu. Rev. Plant Biol. 60, 43–66 (2009).1900732910.1146/annurev.arplant.59.032607.092744

[b67] LiuS. *et al.* Mu transposon insertion sites and meiotic recombination events co-localize with epigenetic marks for open chromatin across the maize genome. PLoS Genet. 5, e1000733 (2009).1993629110.1371/journal.pgen.1000733PMC2774946

[b68] ZemachA., McDanielI. E., SilvaP. & ZilbermanD. Genome-wide evolutionary analysis of eukaryotic DNA methylation. Science 328, 916–919 (2010).2039547410.1126/science.1186366

[b69] LippmanZ. *et al.* Role of transposable elements in heterochromatin and epigenetic control. Nature 430, 471–476 (2004).1526977310.1038/nature02651

[b70] HollisterJ. D. & GautB. S. Epigenetic silencing of transposable elements: a trade-off between reduced transposition and deleterious effects on neighboring gene expression. Genome Res. 19, 1419–1428 (2009).1947813810.1101/gr.091678.109PMC2720190

[b71] AhmedI., SarazinA., BowlerC., ColotV. & QuesnevilleH. Genome-wide evidence for local DNA methylation spreading from small RNA-targeted sequences in Arabidopsis. Nucleic Acids Res. 39, 6919–6931 (2011).2158658010.1093/nar/gkr324PMC3167636

[b72] StroudH. *et al.* Plants regenerated from tissue culture contain stable epigenome changes in rice. Elife 2, e00354 (2013).2353945410.7554/eLife.00354PMC3601819

[b73] OuX. *et al.* Transgenerational inheritance of modified DNA methylation patterns and enhanced tolerance induced by heavy metal stress in rice (*Oryza sativa* L.). PLoS ONE 7, e41143 (2012).2298439510.1371/journal.pone.0041143PMC3439459

[b74] PecinkaA. & MittelstenScheidO. Stress-induced chromatin changes: a critical view on their heritability. Plant Cell Physiol. 53, 801–808 (2012).2245739810.1093/pcp/pcs044PMC3345370

[b75] ItoH. *et al.* An siRNA pathway prevents transgenerational retrotransposition in plants subjected to stress. Nature 472, 115–119 (2011).2139962710.1038/nature09861

[b76] CaoX. & JacobsenS. E. Locus-specific control of asymmetric and CpNpG methylation by the DRM and CMT3 methyltransferase genes. Proc. Natl. Acad. Sci. USA 99, 16491–16498 (2002).1215160210.1073/pnas.162371599PMC139913

[b77] ZhengX., ZhuJ., KapoorA. & ZhuJ. K. Role of Arabidopsis AGO6 in siRNA accumulation, DNA methylation and transcriptional gene silencing. EMBO J. 26, 1691–1701 (2007).1733275710.1038/sj.emboj.7601603PMC1829372

[b78] PatelR. K. & JainM. NGS QC Toolkit: a toolkit for quality control of next generation sequencing data. PLoS ONE 7, e30619 (2012).2231242910.1371/journal.pone.0030619PMC3270013

[b79] KruegerF. & AndrewsS. R. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics 27, 1571–1572 (2011).2149365610.1093/bioinformatics/btr167PMC3102221

[b80] GargR., SahooA., TyagiA. K. & JainM. Validation of internal control genes for quantitative gene expression studies in chickpea (*Cicer arietinum* L.). Biochem. Biophys. Res. Commun. 396, 283–288 (2010).2039975310.1016/j.bbrc.2010.04.079

[b81] GargR., BhattacharjeeA. & JainM. Genome-scale transcriptomic insights into molecular aspects of abiotic stress responses in chickpea. Plant Mol. Biol. Rep. 33, 388–400 (2015).

[b82] JainM., ChevalaV. V. S. N. & GargR. Genome-wide discovery, analysis and implications of differential regulation of conserved and novel miRNAs in chickpea via deep sequencing. J. Exp. Bot. 65, 5945–5958 (2014).2515161610.1093/jxb/eru333PMC4203128

[b83] JainM., NijhawanA., TyagiA. K. & KhuranaJ. P. Validation of housekeeping genes as internal control for studying gene expression in rice by quantitative real-time PCR. Biochem. Biophys. Res. Commun. 345, 646–651 (2006).1669002210.1016/j.bbrc.2006.04.140

# Supplementary material for: Divergent DNA methylation patterns associated with gene expression in rice cultivars with contrasting drought and salinity stress response
**Source:** Sci Rep. 2015 Oct 9;5:14922. doi: 10.1038/srep14922

**Supplementary information**

**Divergent DNA methylation patterns associated with gene expression in rice cultivars with contrasting drought and salinity stress response**

Rohini Garg1*, VVS Narayana Chevala1, Rama Shankar1 & Mukesh Jain1*

**Supplementary Table S1** Details of bisulphite sequencing libraries generated in the study.

|  | **IR64** | **N22** | **Pokkali** |
| --- | --- | --- | --- |
| Total read pairs | 82237670 | 79798554 | 106014605 |
| **High-quality read pairs** | **82237654** | **79798533** | **106014601** |
| Uniquely mapped read pairs | 52632006 | 49374576 | 65592598 |
| Mapping efficiency (%) | 64.00 | 61.87 | 61.87 |
| **Genome coverage (%)** | **87.24** | **89.08** | **88.28** |
| Genome Cs | 163078985 | 163078985 | 163078985 |
| Cs covered | 131729131 | 136104482 | 134552064 |
| **C coverage** | **80.78%** | **83.46%** | **82.51%** |
| **Chloroplast DNA conversion rate (%)** | **99.55007** | **99.5742318** | **99.4819746** |
| Error rate | 0.0045 | 0.01 | 0.00755 |
| Total methylated Cs | 14906181 | 18210399 | 16819406 |
| **Total methylated C's (%)** | **11.32%** | **12.30%** | **11.50%** |

Only the reads mapped uniquely to the rice nuclear genome were included in the analysis to identify the methylated cytosines.

IR64, N22 and PK represent IR64, Nagina 22 and Pokkali rice cultivars, respectively.

**Supplementary Table S2** Summary of sequencing data generated for RNA-seq and mapping on the rice genome.

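The table follows the RNA-seq reads through filtering and mapping: raw reads, those kept as high-quality by NGS QC Toolkit, and those that Tophat placed on the rice genome. From the table, 54230024 of 58565758 reads were kept in IR64, 81129568 of 96289178 in N22 and 54962644 of 62150476 in Pokkali. It describes the 3 control libraries. The depth of the 4 libraries from stressed seedlings in the same series is not given in the paper or in the files analysed here.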

|  | **IR64** | **N22** | **PK** |
| --- | --- | --- | --- |
| Raw reads | 58565758 | 96289178 | 62150476 |
| High quality reads | 54230024 | 81129568 | 54962644 |
| Total mapped reads | 50117149 | 73756916 | 50848127 |

IR64, N22 and PK represent IR64, Nagina 22 and Pokkali rice cultivars, respectively.

**Supplementary Table S3** List of differentially expressed genes between the rice cultivars.

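Each row of the table is a transcript of the consensus assembly, given under the identifier of its gene, with the Cuffdiff log2 fold change, P-value and direction for N22/IR64 and PK/IR64. The part of the table at hand has 1997 rows for 1406 genes. In N22/IR64, 756 rows are marked as higher and 700 as lower, and in PK/IR64, 385 and 578. A fold change is infinite where a transcript had no value in one of the libraries, which holds for 555 of the marked rows in N22/IR64 and 363 in PK/IR64. For genes with a single transcript, whose row can be matched without doubt, the deposited FPKM values gave nearly the same ratios. The table's log2 fold change minus that from FPKM had a median of -0.036 over 136 genes in N22/IR64 (5th to 95th percentile from -0.061 to 0.023), and of -0.085 over 143 genes in PK/IR64 (from -0.121 to -0.023). Genes with several transcripts can appear with opposite signs, as 101 genes do in N22/IR64 and 59 in PK/IR64. Of the 1066 genes with a marked row in N22/IR64, 355 (33.3%) differed at least 2-fold in summed FPKM, and in PK/IR64 226 of 735 (30.7%) did (no replicates).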

*Available as separate MS Excel file*

**Supplementary Table S4** List of genes with methylation level correlated with differential gene expression between the rice cultivars.

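The table pairs, for each gene, the difference in methylation level of an associated DMR (in percent) with the log2 fold change in transcript abundance. It has 652 entries marked as hypermethylated and 328 as hypomethylated. In all entries the change in abundance has the opposite sign to the change in methylation. The methylation differences range in size from 20.0% to 92.7% for genes hypermethylated in N22, with a median of 30.6%, and from 20.1% to 84.5% for those hypomethylated in N22. In the deposited FPKM values, 83 of the entries for N22/IR64 concern genes with a single transcript, and 82 of these differed at least 2-fold in the listed direction (98.8%, 95% Wilson interval 93.5% to 99.8%). In PK/IR64, all 33 such entries did (interval 89.6% to 100%). For all entries, the shares were 50.2% and 47.5% when the transcripts of a gene were added up. There are 44 genes marked both as hypermethylated and as hypomethylated, 20 of them with both directions within N22/IR64 and 10 within PK/IR64. The restriction to genes with a single transcript was chosen after seeing the data.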

*Available as separate MS Excel file*

**Supplementary Table S5** Summary of small RNA sequencing data generated and pre-processing.

|  | **IR64** | **N22** | **Pokkali** |
| --- | --- | --- | --- |
| **Total raw reads** | 25959467 | 16051585 | 37240914 |
| **Unique reads after QC** | 1927142 | 1376538 | 2088005 |
| **Reads uniquely mapped to rice genome** | 1536225 (79.72%) | 1090668 (79.23%) | 1699184 (81.38%) |
| **Small RNA reads (21-24nt)** | 885816 (45.97%) | 653002 (47.44%) | 962624 (46.10%) |

IR64, N22 and PK represent IR64, Nagina 22 and Pokkali rice cultivars, respectively.

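Real-time PCR measures the amount of a transcript by amplifying a short stretch of it between the primers, so that for a gene with several transcripts the result depends on which of them contain that stretch. Of the 16 genes, LOC_Os01g72530 and LOC_Os11g20160 have a single transcript in the deposited table. The others have several, with 13 for LOC_Os02g48560, whose sum was 128.9 FPKM in N22, 114.6 in Pokkali and 74.8 in IR64 (no replicates).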

**Supplementary Table S6** List of primers used for real-time PCR analysis in this study.

| **Gene ID** | **Primer sequence** |
| --- | --- |
| LOC_Os09g07510 | CAGAGATGCTGCTGCAAACAA  ATCGCCCATTCTGGACCAA |
| LOC_Os11g31640 | TCCAGGGAGTGCCTTAGACAA  AGGTGTGGCAGGGAATGC |
| LOC_Os02g48560 | CATCCCGCCTCACTGCTT  CATGGACCACGTAGGAGAAGGA |
| LOC_Os03g22720 | TTCTTGGAGGCGTTGTCATG  AGGTTTTCACCTGGAGATTTGTG |
| LOC_Os10g39130 | CAACAAGATATCCAGCAAGTCAAAG  TGGACTCATCAAGAGCTTCAAGTTT |
| LOC_Os01g14610 | TCGTGGCGGAGGATGAGA  GGCCTCCATGCGAATGTT |
| LOC_Os02g42810 | GCCGAGAAAAGGGTTGCA  TGCATATCTCGAGCCCAAGTC |
| LOC_Os11g20160 | TGGTGACGCGTTCCAGTGTA  GCAGAACAAGCTTGAGCATGACT |
| LOC_Os08g01794 | AGGGAATGATCGACACAAAAATG  TTTGCGGCGTGTAACTTGAC |
| LOC_Os03g48970 | GAGAAAGCCGAACCAAACAAAG  GGAGGGATCCGGCGATAC |
| LOC_Os11g01154 | CTCAGGATGCTCTGCGACTTC  TAGCGCCATTCTGGACAAGA |
| LOC_Os06g43860 | GGCTCACTCTAAATGGCCATACC  AACCCTGTTTCCTGCACCAA |
| LOC_Os04g16722 | GGAGCACCTAACAACGCATCTT  CCCCAGAATGAAAGGGTGATC |
| LOC_Os01g72530 | GGCTCCGACCAGGACATC  TGAGATCGAACCTGCAGATCA |
| LOC_Os01g72370 | CCTACTACTACTGGTCTGGCTTGGT  CCCGCTTCCGTCTCAAAAG |
| LOC_Os01g53220 | TCCTCCTCCCCTCCTACTTCA  GCGGAATCCGTAGGTGTTGA |

**Supplementary Figure S1** DNA methylation level in each sequence context (CG, CHG and CHH) in three rice cultivars. The fraction of mCs with different levels of methylation are shown in the line graph. The average value of methylation level in each sequence context is also shown.

**Supplementary Figure S2** Global methylome maps of rice in different rice cultivars. Density plots of methylcytosines in different sequence contexts (I, CG; II, CHG and III, CHH), genes (IV), transposable elements (V) and small RNAs (VI) are shown on both DNA strands (outside, sense strand and inside, antisense strand). Chromosome name and scale are indicated on the outer rim.

**Supplementary Figure S3** Box-plot showing distribution of DNA methylation level on both DNA strands in each sequence context in three rice cultivars.

**Supplementary Figure S4** Fraction of mCs identified in different genomic features in each sequence context in three rice cultivars.

**Supplementary Figure S5** DNA methylation patterns in the gene body and flanking sequences in different rice cultivars. Average methylation level of mCs within gene body and flanking (upstream and downstream) sequences in each sequence context in different cultivars. TSS, transcriptional start site and TTS, transcriptional termination site.

**Supplementary Figure S6** Fraction of differentially methylated regions (DMRs) identified within the gene body or flanking (2 kb upstream and downstream) sequences among rice cultivars.

**Supplementary Figure S7** Gene ontology (GO) categories represented in the DMR-associated genes for N22/IR64 and PK/IR64.

**Supplementary Figure S8** DMRs associated with on-off gene expression state. The scatter plots show correlation of DMRs in N22/IR64 (a) and PK/IR64 (b) with switch on-off expression state of nearby genes (within 2 kb). The plots show that hypermethylation leads to switch-off state of gene expression and hypomethylation leads to switch-on state of gene expression. (c) GO enrichment analysis of DMR-associated genes showing on-off gene expression state. The significantly enriched GO terms are highlighted in different colours as per scale (P-value) given at the bottom.

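Without the DMRs, which are not in the files analysed here, the expression side of these plots can be given for the genes of Supplementary Table S4. In summed FPKM, 24 hypermethylated genes were 0 in N22 with at least 1 FPKM in IR64, and 33 hypomethylated genes were 0 in IR64 with at least 1 FPKM in N22 (no replicates). No hypermethylated gene was off only in IR64 and no hypomethylated gene only in N22, as the selection of that table requires. The 15 hypermethylated genes off in Pokkali stood against 4 hypomethylated genes off in IR64.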

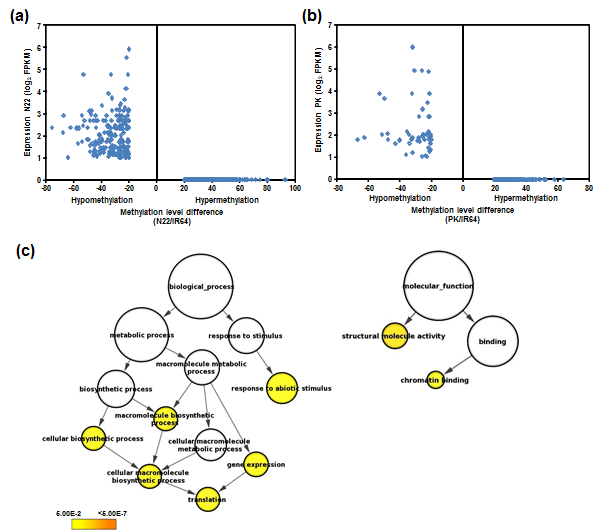

**Supplementary Figure S9** Validation of DNA methylation results. Scatter plot showing correlation of methylation levels predicted by whole genome bisulphite sequencing (WGBS) and locus-specific bisulphite sequencing (LSBS) in IR64 (a), Nagina 22 (b) and Pokkali (c) rice cultivars. The Pearson correlation (r) obtained for each sequence context has been indicated.

**Supplementary Figure S10** Validation of differential gene expression results. Scatter plot showing correlation of transcript levels (log2 fold change) predicted by RNA-seq and qRT-PCR. The Pearson correlation (r) has been indicated.

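Each point of the plot pairs, for a gene and a comparison, the log2 fold change from RNA-seq with that from real-time PCR. The real-time PCR values are not in the files analysed here. On the RNA-seq side, the finite log2 ratios of summed FPKM of the 16 genes with primers spanned -11.55 to 3.54 in N22/IR64 and -8.43 to 0.615 in PK/IR64 (no replicates). LOC_Os11g20160 has no finite ratio in N22/IR64, since its value in N22 was 0.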

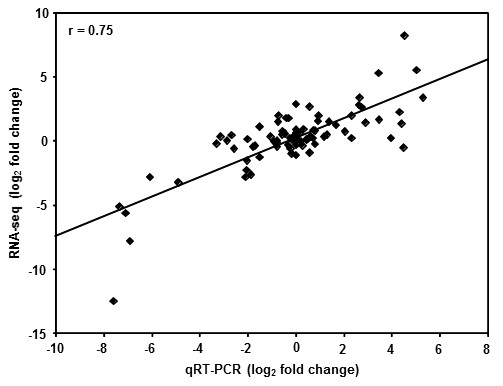

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

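Transcript abundance was taken from RNA-seq libraries of the rice cultivars IR64, N22 and Pokkali, with a single library for each of 7 conditions. 3 libraries came from unstressed seedlings of the 3 cultivars. The other 4 came from stressed seedlings, IR64 and N22 after desiccation, and IR64 and Pokkali after 200 mM NaCl. The mapping of libraries to conditions was taken from the sample labels. The control libraries were also checked against the paper's methods, while the paper does not describe the stressed libraries. The paper states that seedlings were collected in 3 biological replicates, but it does not say whether their RNA was pooled before sequencing.

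The authors filtered the reads with NGS QC Toolkit, mapped them to the rice genome (MSU release 7) with Tophat, assembled the transcripts of all samples into a consensus with Cufflinks, and deposited the abundance of each assembled transcript in FPKM. The column headers name FPKM, although the names of the files speak of RPKM, and the values were used as FPKM. The authors called differential expression with Cuffdiff at a difference of at least 2-fold and a P-value of at most 0.05. Cuffdiff's P-values could not be recomputed, since the files hold no read counts and no replicates.

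The values of all transcripts of a gene were added to give the summed FPKM of the gene. Ratios between 2 libraries were taken on the log2 scale from these sums without a pseudocount, so that a value of 0 in one library gives an infinite ratio, which counts as changed. Genes with at least 1 FPKM in at least one of the compared libraries entered the counts and the distributions, and a gene was called changed at 2-fold. No filter on low values was used for the share of Supplementary Table S4 and its correlations. On/off genes had a value of 0 in one library and at least 1 FPKM in the other. Correlations across genes used log2(FPKM + 0.1), a scale that understates the change of genes with low values, and 100000 permutations. The share of Supplementary Table S4 genes that changed in the listed direction was compared with 100000 random sets of genes of the same size, and the confidence intervals of shares are 95% Wilson intervals. For the overlap of both comparisons, Fisher's exact test was used across genes. P-values of the 4 relations of methylation difference with abundance were adjusted by the Benjamini-Hochberg method.

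Genes are named by a rule set before the processed files were seen. It covers every gene that the paper names by identifier in its text, in Fig. 6c and in its primer table. It adds, for each comparison, the 3 genes with the largest increase and the 3 with the largest decrease among genes with at least 10 FPKM in one of the control libraries, a value above 0 in both, and a change of at least 2-fold in the same direction between the stressed libraries of the same cultivars. Methylation differences and the paper's log2 fold changes were read from Supplementary Table S4, and gene descriptions from that table and the part of Supplementary Table S3 at hand.

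The alternatives set before the files were seen were pseudocounts of 0.1 and 1, no filter on low values or a minimum of 5 FPKM, libraries rescaled to a median ratio of 1, a threshold of 4-fold, other limits for on/off genes, any change in the listed direction in place of 2-fold, and the most abundant transcript in place of the sum. Further alternatives were added after seeing the data: each transcript on its own, genes with MSU identifiers only, at least one transcript in the listed direction, genes with a single transcript, and the transcript with the ratio closest to the paper's.

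The paper gives 50117149 mapped reads for IR64, 73756916 for N22 and 50848127 for Pokkali. No depth is known for the stressed libraries. FPKM carries no read count per transcript, so no interval from counting error could be given for a single gene, and low values have the least precision. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The counting of changed genes was tested on simulated data, where 200 of 200 changed genes were recovered and 0 of 16064 unchanged genes were called. The simulated changes were 4-fold with little noise, far from the 2-fold threshold. The test therefore checks the code and gives no error rate for counts from the real libraries. DNA methylation, small RNA and real-time PCR measurements are not in the files analysed here, and no passage was written for them. Gene coordinates were left out because no genome annotation was at hand.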

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

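The libraries of stressed seedlings are not reported in the paper, and in each of them many genes differed from the control library of the same cultivar. At least 2-fold differences were found for 7240 genes in IR64 after desiccation, 3532 in N22 after desiccation, 2246 in IR64 after salinity and 3287 in Pokkali after salinity. Each count compares single libraries, so replicate error is unknown. If noise of single libraries were the source, the desiccation ratios of IR64 and N22, which share no library, would be uncorrelated, but their Pearson correlation across genes was 0.8637, and 1946 genes rose and 841 fell in both. Rescaling to a median ratio of 1 left 100.4% of the count in IR64 desiccation, 100.1% in IR64 salinity, 98.98% in N22 desiccation and 88.96% in Pokkali salinity. In IR64 salinity the median ratio was already 1.003, so that the test says nothing there. In the others the totals hide opposite shifts of the 2 directions, from 4535 up and 2705 down to 4003 and 3266 in IR64 desiccation, from 2323 and 1209 to 2509 and 987 in N22 desiccation and from 2656 and 631 to 1951 and 973 in Pokkali salinity. A difference in the authors' normalization is therefore not ruled out as a source of part of the changes. Leaving out genes below 5 FPKM kept 52.67%, 45.86%, 49.80% and 47.86% for IR64 desiccation, IR64 salinity, N22 desiccation and Pokkali salinity. That minimum also removed many unchanged genes, and the changed genes as a percentage of those tested stayed close, at 42.06% with it and 40.04% without it in IR64 desiccation, 12.77% and 13.01% in IR64 salinity, 21.47% and 19.74% in N22 desiccation, and 18.87% and 18.67% in Pokkali salinity. A response to the treatments is a candidate explanation. Batch, growth conditions and age of the stressed seedlings are not known and were not tested, so the pattern cannot be told apart from these.

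Assembled loci without an MSU identifier, which the paper does not discuss, changed far more often than annotated genes. In N22/IR64, 697 of 1124 such loci (62.01%) differed at least 2-fold, against 14.07% of MSU genes, and in PK/IR64 466 of 897 (51.95%) did, against 9.476%. Restricting the counts to MSU genes, an alternative chosen after seeing the data, left 2362 changed genes in N22/IR64 and 1548 in PK/IR64. No other test of these loci was made. The consensus assembly was built over all samples, and loci that only one cultivar expresses or carries could enter it through that cultivar alone. Whether that applies cannot be told from FPKM values.

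LOC_Os08g07774 (SERK1 in Fig. 6c) moved in opposite directions under desiccation, with a log2 ratio of -1.737 in IR64 and 1.673 in N22, a difference of 3.410 that was not tested, as there is a single library per condition. In N22 the ratio compares 0.0149 with 0.0047 FPKM, where the abundance is close to 0 in both libraries, while IR64 went from 3.842 to 1.153 FPKM. Values this low carry almost no information about a ratio, and no biological explanation was tested.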

How the results depend on the processing

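The rules for counting, the designs, the named genes and all alternatives not marked otherwise were set before the processed files arrived. Of 86 values that these alternatives gave for 22 main results, 51 stayed within the limits set for no change and 35 moved, and of 18 added after seeing the data, 9 moved. The limits differed by kind of result, so staying within them does not mean an equal size. The N22/IR64 share of Supplementary Table S4 genes counted as unmoved when it went from 50.20% to 85.06%. The share of N22/IR64 changes kept under desiccation counted as moved when it went from 77.06% to 78.53%. The shares of Supplementary Table S4 genes in the listed direction, and the Pearson correlations with the paper's fold changes and methylation differences, kept their direction and their side of 0.05 under every alternative. For the shares and the fold changes the direction is set by the paper's selection of the list. Spearman's rho was less stable within the hypomethylated genes. In N22/IR64 its permutation p went from 0.03376 to 0.08388 with a pseudocount of 1 and to 0.08313 with the most abundant transcript, and in PK/IR64 from 1.2e-04 to 0.06156 with the most abundant transcript.

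Without a filter on low values, 14047 genes differed at least 2-fold in N22/IR64 and 11756 in PK/IR64, and 6233 did so in both. The stressed libraries then gave 18043 genes in IR64 desiccation, 11298 in IR64 salinity, 11810 in N22 desiccation and 11950 in Pokkali salinity. The median log2 ratio of all genes became 0.01302 in N22/IR64 and -0.1304 in PK/IR64. Removing the filter admits genes below 1 FPKM, whose ratios rest on few fragments. With a minimum of 5 FPKM the counts were 1034 in N22/IR64, 594 in PK/IR64, 254 in both, and 3813, 1030, 1759 and 1573 in IR64 desiccation, IR64 salinity, N22 desiccation and Pokkali salinity. Medians were then -0.06664 and -0.06887, the share of N22/IR64 changes kept under desiccation 78.53%, and the correlation of both comparisons 0.5369.

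A pseudocount of 1 shrinks the ratios of low values. It left 1945 changed genes in N22/IR64, 1189 in PK/IR64, 512 in both, 1233 in IR64 salinity, 1993 in N22 desiccation and 1917 in Pokkali salinity. The PK/IR64 median became -0.06500, the kept shares 71.88% under desiccation and 60.72% under salinity, and the correlation of both comparisons 0.4946. At 4-fold, 1575, 979 and 425 genes remained in N22/IR64, PK/IR64 and both. On/off genes with at least 2 FPKM numbered 373 in N22/IR64 and 191 in PK/IR64.

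Among alternatives chosen after seeing the data, single transcripts gave 5916 and 4161 changes in N22/IR64 and PK/IR64, 2036 in both, 1233 and 759 on/off transcripts, and kept shares of 67.43% and 52.94%. MSU genes only gave 272 and 148 on/off genes.

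For 179 ratios of named genes, 11 values under these alternatives changed sign. Taking the most abundant transcript in place of the sum gave a log2 ratio in PK/IR64 of -0.07081 for LOC_Os01g72370, -0.08442 for LOC_Os03g58960, -0.2752 for LOC_Os06g07080, -1.868 for LOC_Os08g25570 and 0.1836 for LOC_Os11g31640. In N22/IR64 it gave 1.781 for LOC_Os05g23470, -0.09624 for LOC_Os06g43860, 0.05038 for LOC_Os08g05280, 0.9209 for LOC_Os09g27580 and -0.1706 for LOC_Os10g36690. Rescaling turned LOC_Os03g28330 in PK/IR64 to 0.02826. The transcript closest to the paper's value, an alternative chosen after seeing the data, reversed 10 more: 3.629 for LOC_Os02g48340 in PK/IR64, -3.458 and -2.807 for LOC_Os02g48560 in N22/IR64 and PK/IR64, -3.386 and -2.637 for LOC_Os03g43930, -3.093 for LOC_Os05g23470 in PK/IR64, -0.4856 for LOC_Os06g04020 in N22/IR64, 2.194 for LOC_Os06g43860 in PK/IR64, 4.204 for LOC_Os08g25570 in N22/IR64 and 3.143 for LOC_Os11g01154 in PK/IR64. That choice was open only to transcripts with a finite ratio, so for LOC_Os08g25570 one that fell to 0 in N22 was passed over. In the genes whose sign changed, the sum is small or mixes transcripts that change in opposite directions. Apart from these, the values of named genes comprised 429 that kept their sign and their side of 2-fold, 17 that fell below 2-fold and 14 that rose above it. The 429 include values that changed in size, such as LOC_Os01g27630 in N22/IR64, from -3.257 to -1.050 with a pseudocount of 1. For 7 ratios with a 0 in one library there is no finite main value, and these, as well as alternatives that gave an infinite ratio, have no entry.

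The replicate block was not run because each condition has 1 library, and leaving out replicates was not possible for the same reason. Depth limits the low values most: N22 has 1.472 times the mapped reads of IR64, so a value of 0 in IR64 or Pokkali is weaker evidence for absence than one in N22.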

Differences from the paper's values

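A count is given here when the larger of the pair is more than 1.5 times the smaller, and a log2 fold change when its sign is opposite or it differs by more than 0.5850. There is no replicate error to compare with. The paper's counts are of transcripts and pass a P-value, while the values here count genes by their summed FPKM. In N22/IR64, 3069 genes changed against the paper's 5172, with 1713 higher against the paper's 2620 and 1356 lower against the paper's 2552. In PK/IR64, 2017 changed against the paper's 3226, and 1136 were lower against the paper's 2024. In both comparisons 925 changed against the paper's 1395, and 338 rose against the paper's 544. Of the alternatives set before the files arrived, rescaling to a median ratio of 1 brought 3 of these within the limit, with 1778 genes higher in N22/IR64, 933 in both and 385 higher in both, and none brought the others there. Counting each transcript on its own, chosen after seeing the values, brought all 7 within it, with 5916, 3129, 2787, 4161, 2323, 2036 and 795 in the order above. Both alternatives also moved a count out of the limit that had been within it. Single transcripts gave 1838 higher in PK/IR64 against the paper's 1202, where the gene sums gave 881. Rescaling gave 548 lower in both comparisons against the paper's 851, where the gene sums gave 587.

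For 62 entries of Supplementary Table S4 for named genes with a finite ratio, 48 summed values differ. Where the summed ratio had the opposite sign to the paper's, the values were 1.883 for LOC_Os05g12640 in N22/IR64 against the paper's -3.450, 0.7845 for LOC_Os02g48560 in N22/IR64 against the paper's -5.530 and 0.6150 in PK/IR64 against the paper's -2.590, and 0.2650 for LOC_Os03g43930 in N22/IR64 against the paper's -5.680 and 0.4114 in PK/IR64 against the paper's -2.020. LOC_Os06g04020 had 0.6936 against the paper's -3.850. LOC_Os02g48340 had -0.3706 in PK/IR64 against the paper's 3.940. LOC_Os06g43860 had -0.1374 in PK/IR64 against the paper's 4.320, LOC_Os11g01154 -0.09825 against the paper's 3.050. For 2 genes the paper lists both directions, so that the sign is opposite for one entry only. LOC_Os02g37690 had -0.4311 in N22/IR64 beside the paper's 1.720 and -2.110, and -0.3212 in PK/IR64 beside the paper's 1.820 and -2.110. LOC_Os05g23470 had 0.01397 in PK/IR64 beside the paper's -3.140 and 1.940.

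The remaining entries had the paper's sign. In N22/IR64, the log2 ratio was -0.1562 for LOC_Os01g14610 (paper -9.080), 0.9638 for LOC_Os01g53220 (paper 4.420), -4.211 for LOC_Os02g42810 (paper -6.090), -9.901 for LOC_Os03g22720 (paper -8.920), -0.07267 for LOC_Os03g31594 (paper -2.190) and 0.8097 for LOC_Os03g48970 (paper 2.910). It was 0.2200 for LOC_Os03g58960 (paper 4.360), 7.390 for LOC_Os04g48484 (paper 2.060), -0.04980 for LOC_Os06g07080 (paper -1.200), 0.06083 for LOC_Os06g43860 (paper 4.920), 12.30 for LOC_Os07g01960 (paper 10.80), -9.682 for LOC_Os08g07774 (paper -9.070) and -0.2028 for LOC_Os08g25570 (paper -2.370). Further, it was -0.3675 for LOC_Os09g07510 (paper -7.010), -0.3314 for LOC_Os09g27580 (paper -2.800), -3.407 for LOC_Os10g25400 (paper -4.220), -11.55 for LOC_Os10g39130 (paper -7.620), 0.5335 for LOC_Os11g01154 (paper 1.390), -0.9152 for LOC_Os11g31640 (paper -2.880) and -0.2106 for LOC_Os12g15590 (paper -1.090). In PK/IR64, it was -0.2769 for LOC_Os01g17214 (paper -1.180), -8.434 for LOC_Os02g42810 (paper -6.930), -2.106 for LOC_Os02g43330 (paper -2.930), -0.04952 for LOC_Os03g28330 (paper -2.470), 0.4776 for LOC_Os04g33880 (paper 1.280) and 0.7254 for LOC_Os05g12640 (paper 2.610). There, it was -4.998 for LOC_Os05g23340 (paper -6.100), -10.33 for LOC_Os06g23870 (paper -4.850), 0.9203 for LOC_Os08g05280 (paper 2.340), -0.1659 for LOC_Os09g07510 (paper -5.360), 0.3526 for LOC_Os10g36690 (paper 2.410), -0.5694 for LOC_Os11g31640 (paper -3.310) and -0.4702 for LOC_Os12g15590 (paper -2.400).

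Among the alternatives set before the files arrived, the most abundant transcript came within the limit for LOC_Os01g53220 (4.515), LOC_Os02g43330 (-2.947), LOC_Os03g22720 (-8.857), LOC_Os05g23340 in PK/IR64 (-6.025), the hypomethylated entry of LOC_Os05g23470 (1.998), LOC_Os06g07080 (-0.7136), LOC_Os07g01960 (10.89), LOC_Os08g07774 (-9.086), LOC_Os10g25400 (-4.215), LOC_Os11g01154 in N22/IR64 (1.442) and LOC_Os12g15590 (-1.072 in N22/IR64 and -1.928 in PK/IR64). A pseudocount of 1 did so for LOC_Os04g48484 (1.942) and LOC_Os06g23870 (-4.683), a pseudocount of 0.1 for LOC_Os10g39130 (-7.493) and rescaling for LOC_Os08g07774 (-9.642). None of them did for the others. The transcript with the ratio closest to the paper's was chosen after seeing the values, among those with a finite ratio only. Transcripts that fell to 0 as listed could not match, such as one of LOC_Os08g25570 from 3.65 FPKM in IR64 to 0 in N22. Entries with no finite transcript ratio, as for LOC_Os02g37690, dropped out. This choice left 18 of 58 entries outside the limit. Besides entries already closed by the most abundant transcript, this choice after seeing the values came within it for LOC_Os01g17214 (-1.085), LOC_Os02g42810 (-5.862 and -6.834), LOC_Os02g48340 (3.629), LOC_Os02g48560 in PK/IR64 (-2.807), LOC_Os03g48970 (2.964), LOC_Os04g48484 (1.971), the hypermethylated entry of LOC_Os05g23470 (-3.093), LOC_Os08g05280 (2.154), LOC_Os09g07510 (-6.848 and -5.216), LOC_Os10g39130 (-7.291), LOC_Os11g01154 in PK/IR64 (3.143) and LOC_Os11g31640 (-2.769 and -3.112).

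5 entries have no finite ratio to compare, since a sum was 0: LOC_Os05g23340 in N22/IR64 (paper -2.190), LOC_Os08g07774 in PK/IR64 (paper -1.940), LOC_Os08g08655 in PK/IR64 (paper -3.440) and LOC_Os09g35550 in both (paper -4.360). Without an entry in that table, the paper describes LOC_Os06g42430 as lower in Pokkali, where the summed log2 ratio was 0.3246, LOC_Os01g70220 as higher in N22, where it was -0.1811, and LOC_Os04g43050 as higher in N22, where it was -0.3081.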

Other observations

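Most differences between control libraries were found again between the stressed libraries of the same cultivars. Of 3069 genes changed in N22/IR64, 2365 (77.06%, 95% Wilson interval 75.54% to 78.51%) changed at least 2-fold in the same direction between the desiccation libraries, and 64 changed in the opposite direction. In PK/IR64, 1291 of 2017 (64.01%, interval 61.89% to 66.07%) were kept between the salinity libraries. Of genes unchanged between controls, 16.55% and 4.587% changed there. The treatments differ between these pairs, so the shares are no replicate check.

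Many single transcripts changed although the sum of their gene did not. Such transcripts made up 44.98% of changed transcripts in N22/IR64 and 49.51% in PK/IR64. Their change was kept between the stressed libraries for 53.03% in N22/IR64 and 39.51% in PK/IR64, whereas for transcripts that are the only one of their gene it was kept for 77.74% and 64.16%. A steady difference in transcript use behind all of these changes would have given similar shares. Fewer of the changes were reversed than kept, at 9.696% in N22/IR64 and 12.67% in PK/IR64. A steady difference therefore remains possible for a part of these transcripts. An uneven division of the same reads among similar transcripts by the authors' assembly remains a candidate explanation, and stress itself could also alter transcript use, which was not tested. A minimum of 5 FPKM left 24.05% and 23.30% of these transcripts, but it also removed most changed transcripts of the other genes, leaving 346 of 1213 single transcripts of a gene in N22/IR64 and 216 of 865 in PK/IR64. Above 5 FPKM the pattern was still present. Such transcripts made up 39.17% and 45.93% of the changed ones, and their change was kept for 53.75% and 43.33%, against 83.53% and 70.37% for single transcripts of a gene. Low values therefore do not account for the pattern.

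The log2 ratios of N22/IR64 and PK/IR64 correlated across genes (Pearson r 0.5593), and the IR64 control library enters both. With no library in common, r was 0.4481 for the desiccation pair of N22 and the control pair of Pokkali, 0.4466 for the control pair of N22 and the salinity pair of Pokkali, and 0.4244 for both stressed pairs. The shared library therefore accounts for only a part of the correlation. Genes are not independent replicates, and IR64 is the denominator throughout, so a difference of IR64 from both cultivars may remain.

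Genes with no value in one cultivar mostly had none in the stressed library of that cultivar either. Below 0.1 FPKM there were 94.56% of the genes off in N22 and 90.45% of those off in IR64 in N22/IR64, and 86.16% of those off in Pokkali. This prediction was written only after the result was seen. Chance absence of reads would leave fewer without a value, but of genes off in IR64 in PK/IR64 only 38.73% stayed below 0.1 in the IR64 salinity library. On/off genes also lay next to each other along the order of MSU identifiers more often than random genes: 15 neighbouring pairs for those off in N22 (0.7356 for random genes), 22 off in IR64 in N22/IR64 (1.519), 8 off in Pokkali (0.2973) and 11 off in IR64 in PK/IR64 (0.3697), each with a permutation p of 1e-04, the smallest that 10000 draws can give. This is consistent with stretches of the genome that are missing or diverged in one cultivar, but neighbouring genes that share regulation or are paralogs could give the same pattern, and neither was tested.

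The low share of 38.73% led to a further hypothesis. Of 82 genes with a value in the Pokkali control library and none in those of IR64 and N22, 67.07% (95% Wilson interval 56.34% to 76.28%) had a value in the IR64 salinity library, against 14.63% in IR64 desiccation and 12.20% in N22 desiccation. Genes of N22 alone had a value in the IR64 salinity library for 13.04%. The IR64 salinity values were small, with a median of 5.993% of the value in Pokkali salinity over 66 genes. A response to salinity shared by both cultivars would raise these genes in Pokkali too, but only 17.07% rose at least 2-fold there. A response limited to IR64 was not tested and remains possible. Some reads or plants of Pokkali in the IR64 salinity library are a candidate explanation, formed after seeing the data. It cannot be settled without reads, and if it holds, the share of PK/IR64 changes kept under salinity is affected.

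In PK/IR64, 1.289 genes fell for each that rose (exact binomial test, p = 1.5e-08). After rescaling to a median ratio of 1, the ratio was 1.037 (exact binomial test, p = 0.4230). The median PK/IR64 ratio was 0.9475, so rescaling moves the counts towards balance whatever the cause. The test therefore cannot decide whether a difference in normalization is the source of the imbalance. Both p-values also treat genes as independent, which they are not. The counts and the median had been seen before this prediction was written, and the binomial test was chosen after seeing the ratio.

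Among the 16 genes with real-time PCR primers, LOC_Os01g72530 rose in all stressed libraries, with log2 ratios over control of 5.048 in IR64 desiccation, 2.654 in IR64 salinity, 3.462 in N22 desiccation and 2.754 in Pokkali salinity. The homeobox gene LOC_Os02g43330 rose from 2.349 to 116.0 FPKM in IR64 desiccation and from 0.5455 to 48.53 in Pokkali salinity (no replicates). RNA-seq values of stressed seedlings are not reported in the paper.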
